# Genomic analysis of 1,25-dihydroxyvitamin D_3_ action in mouse intestine reveals compartment and segment-specific gene regulatory effects

**DOI:** 10.1016/j.jbc.2022.102213

**Published:** 2022-06-30

**Authors:** Rohit Aita, Dennis Aldea, Sohaib Hassan, Joseph Hur, Oscar Pellon-Cardenas, Evan Cohen, Lei Chen, Noah Shroyer, Sylvia Christakos, Michael P. Verzi, James C. Fleet

**Keywords:** vitamin D, vitamin D receptor, steroid hormone receptor, transcription, transcription factor, transcription enhancer, intestinal epithelium, colon, small intestine, genomics, 1,25(OH)2D3, 1,25-dihydroxyvitamin D3, CAR, constitutive androstane receptor, DEG, differentially expressed gene, FDR, false detection rate, PGE2, prostaglandin E2, PXR, pregnane X receptor, SI, small intestine, VD, 1,25-dihydroxyvitamin D, VDR, vitamin D receptor

## Abstract

1,25-dihydroxyvitamin D (VD) regulates intestinal calcium absorption in the small intestine (SI) and also reduces risk of colonic inflammation and cancer. However, the intestine compartment-specific target genes of VD signaling are unknown. Here, we examined VD action across three functional compartments of the intestine using RNA-seq to measure VD-induced changes in gene expression and Chromatin Immunoprecipitation with next generation sequencing to measure vitamin D receptor (VDR) genomic binding. We found that VD regulated the expression of 55 shared transcripts in the SI crypt, SI villi, and in the colon, including *Cyp24a1*, *S100g*, *Trpv6*, and *Slc30a10*. Other VD-regulated transcripts were unique to the SI crypt (162 up, 210 down), villi (199 up, 63 down), or colon (102 up, 28 down), but this did not correlate with mRNA levels of the VDR. Furthermore, bioinformatic analysis identified unique VD-regulated biological functions in each compartment. VDR-binding sites were found in 70% of upregulated genes from the colon and SI villi but were less common in upregulated genes from the SI crypt and among downregulated genes, suggesting some transcript-level VD effects are likely indirect. Consistent with this, we show that VD regulated the expression of other transcription factors and their downstream targets. Finally, we demonstrate that compartment-specific VD-mediated gene expression was associated with compartment-specific VDR-binding sites (<30% of targets) and enrichment of intestinal transcription factor–binding motifs within VDR-binding peaks. Taken together, our data reveal unique spatial patterns of VD action in the intestine and suggest novel mechanisms that could account for compartment-specific functions of this hormone.

Vitamin D is an important nutrient with critical regulatory actions on intestinal physiology and function (1). Vitamin D is metabolized to become 1,25-dihydroxyvitamin D_3_ (1,25(OH)_2_D_3_), a hormone that activates the vitamin D receptor (VDR) to mediate the transcription of target genes. VDR-mediated gene transcription is a multistep process that involves VDR binding to target genes at both active promoters and distal regulatory elements as well as recruitment of coregulatory proteins (2). Although 1,25(OH)_2_D_3_ has been reported to regulate physiological processes in many tissues, the highest levels of VDR are present in the intestine, the major 1,25(OH)_2_D_3_ target tissue (3, 4). Studies in VDR null mice showed that deletion of VDR causes the loss of active calcium absorption in the proximal intestine, leading to hypocalcemia and rickets (5). In addition, intestine-specific transgenic expression of VDR in VDR null mice normalized calcium absorption, serum calcium, and prevented the development of rickets (6, 7). These findings indicate that a primary role of VDR and 1,25(OH)_2_D_3_ signaling during growth is the regulation of intestinal calcium absorption needed for calcium homeostasis and bone mineralization. Although most studies have focused on the duodenum, our recent studies have shown that the distal segments of the intestine also play an important role in VDR-mediated intestinal calcium absorption and bone mineralization (7, 8, 9).

In addition to maintenance of calcium homeostasis, many other beneficial intestinal effects of 1,25(OH)_2_D_3_ have been described including anti-inflammatory effects, maintenance of intestinal barrier function, and protection against colitis and colon cancer, suggesting the existence of multiple, diverse 1,25(OH)_2_D_3_ functions across the length of the intestine (1). In addition to functional differences that exist along the proximal-to-distal axis, the proximal segments of the intestine have epithelial cells organized along a crypt–villus axis. Several studies have shown that 1,25(OH)_2_D_3_ action varies along the crypt–villus axis. In duodenal mid-villus cells, 1,25(OH)_2_D_3_ rapidly stimulates calcium extrusion (10) but slower effects of 1,25(OH)_2_D_3_ on crypt cells program the intestine for improved calcium absorption as the cells differentiate and migrate into the villus (11). Meanwhile, VDR loss increases colon epithelial cell proliferation and alters the contribution of Lgr5+ stem cells to the maintenance of the intestinal epithelium (12, 13). In spite of the recognized regulatory role of 1,25(OH)_2_D_3_–VDR signaling in intestinal biology, the mechanisms involved in VDR-mediated regulation of these diverse functions remain incomplete and genomic studies of 1,25(OH)_2_D_3_ action in the intestine are sparse. In addition, the diversity and complexity of 1,25(OH)_2_D_3_ signaling with respect to proximal–distal and crypt–villus axes have not as yet been evaluated when considering intestinal 1,25(OH)_2_D_3_ action.

In this study, we used a series of complementary genomic tools (*i.e.*, RNA-seq, VDR ChIP-seq, ATAC-seq) to identify 1,25(OH)_2_D_3_-responsive target genes across the proximal-distal and small intestine (SI) crypt–villus axis. Our findings show that while a number of 1,25(OH)_2_D_3_-regulated genes are common across SI villus, SI crypt, and colon, the majority of 1,25(OH)_2_D_3_-regulated transcripts have compartment-restricted regulation patterns. Gene ontology (GO) and pathway analysis of the 1,25(OH)_2_D_3_-regulated transcripts from each compartment indicated regulation of unique biological functions, independent of calcium homeostasis, including regulation of RNA metabolic processes, tight junctions, metabolism of xenobiotics, lipid metabolic processes, and HIF1 signaling. However, not all VDR-regulated genes have VDR-binding peaks, suggesting that some transcript levels effects of 1,25(OH)_2_D_3_ are indirect and may be due in part to the contribution of other transcription factors. Our findings are the first to define 1,25(OH)_2_D_3_-molecular actions across the critical proximal–distal and crypt–villus axes that define the functional characteristics of the intestine and suggest novel mechanisms that may account for intestine compartment-specific functions of 1,25(OH)_2_D_3_.

## Results

We confirmed the quality of our isolation of the various intestinal segments in two ways. First, we visually examined the small intestinal villus and crypt preparations to confirm that they were pure (see Fig. S1 for representative pictures of the isolated small intestinal crypts and villi). In addition, we examined our RNA-seq data to identify the transcript level differences across the three compartments. As expected, there were many differentially expressed genes between the small intestinal villus [5,114, 1% false detection rate (FDR), 2-fold change] or crypts (3554 differentially expressed gene (DEG)) and the colon. This included 135-fold higher mRNA levels of the SI marker lactase (*Lct*) in the villus *versus* colon and a 189-fold greater expression of the colon marker, carbonic anhydrase 1 (*Car1*) mRNA, in colon *versus* villus (Table S1). In the 3669 DEG we observed between the crypt and villus compartments, we observed that transcripts for markers of differentiated small intestinal epithelial cells were enriched in the SI villus (*Lct*, 3.49 up, *S100g*, 3.56 up, *Trpv6*, 3.71 up), while expression of the intestinal stem cell marker *Lgr5* was elevated significantly in crypts (+12.2 fold). Collectively, these compartment-level differences in transcript levels confirm the quality of our isolation procedure.

A summary of the impact of 1,25(OH)_2_ D treatment on intestinal gene expression is presented in Table S2. As expected, 1,25(OH)_2_D_3_ treatment significantly induced the expression of several genes known to be involved in intestinal calcium absorption; *Trpv6*, *S100g*, and *Atp2b1* (Fig. 1). In addition, our analysis showed that *Vdr* mRNA levels were not dramatically different across segments nor were they strongly regulated by 1,25(OH)_2_ D treatment (Fig. 1*B*). Figure 2 shows that 968 transcripts were differentially regulated by 1,25(OH)_2_ D across the three compartments at the 5% FDR (A Venn Diagram showing the differentially expressed genes at 10% FDR is provided as Fig. S2.) Only 55 of these genes were common across all compartments (including the known 1,25(OH)_2_D_3_ target genes *Cyp24a1*, *Trpv6, S100g, Slc30a10*, and *Atp2b1*), while 78% of the 1,25(OH)_2_D_3_-regulated transcripts were specific to just one compartment. Ninety three percent of the 55 common targets were upregulated by 1,25(OH)_2_D_3_ treatment. Similarly, more than 80% of 1,25(OH)_2_D_3_-regulated genes in the SI villus and colon were induced. In contrast, only 56% of SI crypt transcripts were upregulated.

**Figure 1:**
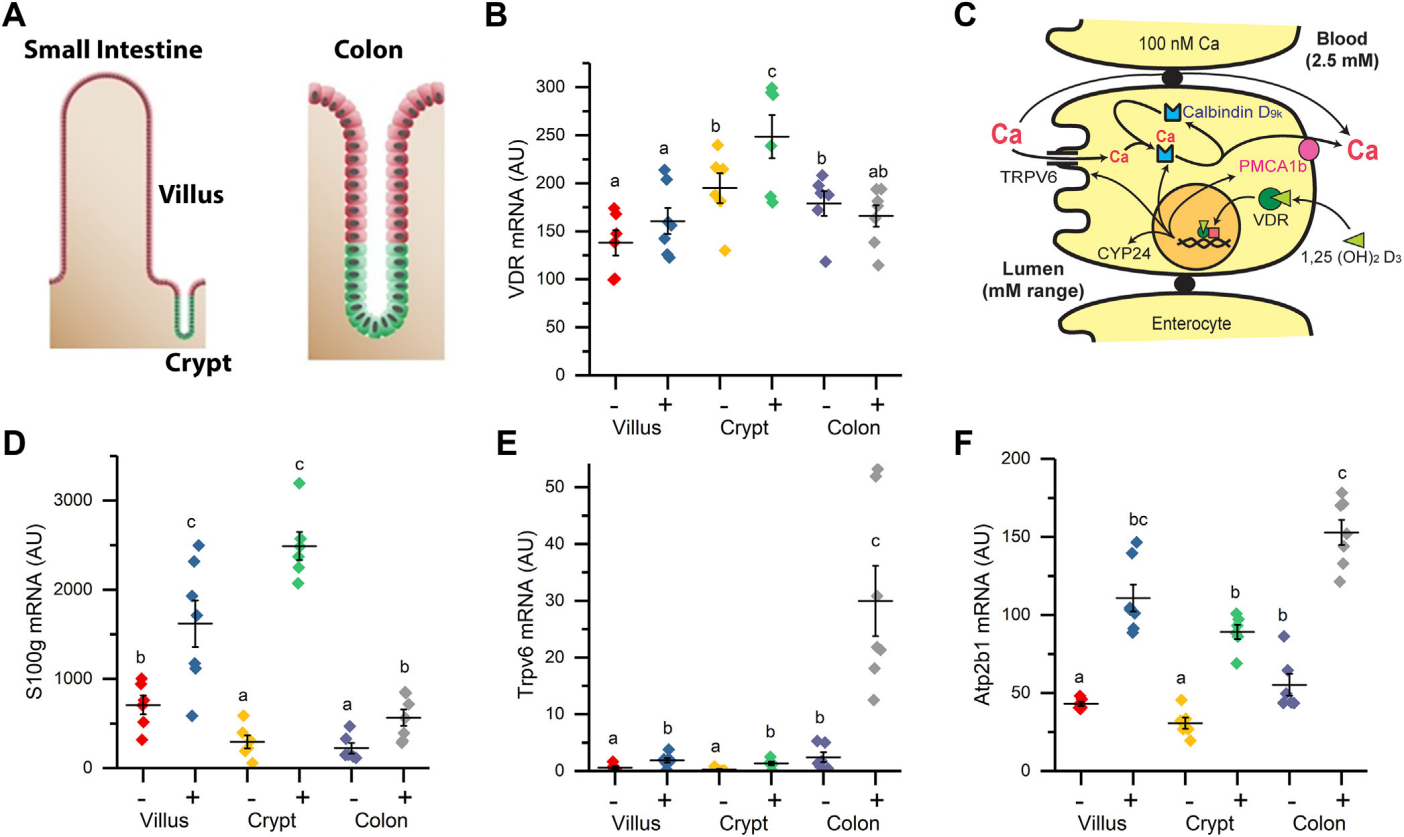
**RNA-seq analysis identified 1,25(OH)**_**2**_**D**_**3**_**-induced classical 1,25(OH)**_**2**_**D**_**3**_**targets that mediate intestinal Ca absorption.***A*, schematic depicts intestinal compartments investigated for RNA-seq analysis along the crypt/villus and proximal/distal axis; *B*, basal and 1,25(OH)_2_D_3_ -mediated regulation of *Vdr* mRNA in the three intestinal compartments. *C*, a model for 1,25(OH)_2_D_3_-regulated transcellular intestinal calcium absorption where TRPV6 permits Ca entry, Calbindin D_9k_ (coded by *S100g*) buffers intracellular Ca, and PMCA1b (encoded by *Atp2b1)* facilitates ATP-dependent Ca extrusion from the cell. *C-F*, mRNA levels for *Trpv6, S100g, and Atp2b1* as regulated by 1,25(OH)_2_D_3_ treatment (10 ng/g, 4 h) in the three intestinal compartments. In panels (B), (D), (E), and (F), data groups with different letter superscripts are significantly different from one another (*p* < 0.05, ANOVA followed by Tukey’s HSD). 1,25(OH)2D3, 1,25-dihydroxyvitamin D3.

**Figure 2:**
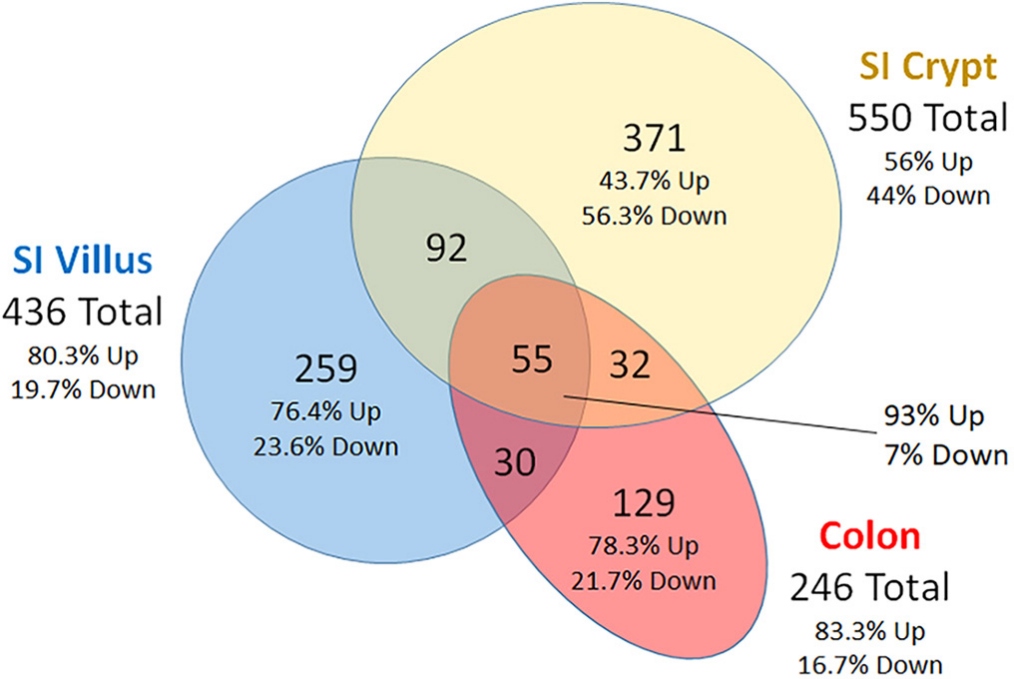
**Venn diagram depicting significantly differentially expressed transcripts in the small intestine crypt, small intestine villus, or colon.** Mice were treated with 1,25(OH)_2_D_3_ (10 ng/g, 4 h) and RNA from the three compartments was used for RNA-seq analysis. Differential expression was determined using DeSeq2 (5% FDR). The percentage of upregulated (UP) and downregulated transcripts (DN) are prevented for the total number of differentially expressed transcripts by tissue and for the compartment-specific transcripts. 1,25(OH)2D3, 1,25-dihydroxyvitamin D3.

We compared our 1,25(OH)_2_D_3_-differentially expressed gene list with data on 1,25(OH)_2_D_3_-regulated transcripts in the SI that was previously published by Lee *et al*. (14). Of the 719 DEG reported by them, 486 transcripts were identified in our intestinal RNA-seq data. One hundred seventy-nine of these matched to the 10% DEG list from at least one of the intestinal compartments (Table S2 and Fig. S3). Thirty eight transcripts were upregulated by 1,25(OH)_2_D_3_ in all three compartments and also in the Lee *et al*. dataset, including *S100g, Trpv6, Atp2b1, Cyp24a1,* and *Slc30a10*.

We examined the 1,25(OH)_2_D_3_-regulated gene list from each compartment for enrichment of GO terms and pathways (Table 1 and Table S3 (Pathways), S4 (GO Up enrichment), and S5 (GO down enrichment)). Distinct functional categories of genes were identified for each compartment, including enrichment of GO terms for “lipid metabolic processes” and “ion transport” in villus, terms related to rRNA, RNA, and ncRNA processing in the crypts, and “Negative regulation of cell population proliferation” and “Regulation of Cell migration” in colon.

**Table 1:** Summary of GO enrichment for 1,25(OH)_2_D_3_-regulated genes by compartment

Tissue	Enrichment	Topic	Genes in DEG list
Crypt	Up	rRNA/RNA/ncRNA processing	76
		Ribosome/cell component biogenesis	103
Crypt	Down	Response to chemical stimulus	140
		Positive regulation of ion transport	54
Villus	Up	Ion transport	103
		Lipid metabolic processes	72
Villus	Down	Primary metabolic processes	78
		Cell activation	22
Colon	Up	Negative regulation of cell population proliferation	39
		Regulation of cell migration	43
Colon	Down	Cell developmental processes	33
		Regulation of cellular component organization	24

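VDR ChIP-seq maps the genomic sites occupied by the vitamin D receptor, the nuclear receptor through which 1,25(OH)_2_D_3_ acts, by immunoprecipitating VDR with its bound DNA. It was done in 3 intestinal compartments of C57BL/6J mice, SI crypt, SI villus and whole colon epithelium, with 4 samples of each, all from mice injected with 10 ng/g 1,25(OH)_2_D_3_ and killed 1 h later. The paper gives the mice as 10 to 12 weeks old, and the sample labels as 4 to 6 weeks old. No ChIP-seq sample from vehicle-treated mice was analysed here, so the peaks mark where VDR was bound after treatment and not how far treatment raised the binding. The paper gives 4 mice per treatment without tying a sample to a mouse, and p-values therefore measure only the spread between these samples. It also states that colon, crypts and villi came from one group of mice, so samples of different compartments may share a mouse, while the tests between compartments treat them as independent. The colon samples held 12125236 to 17731640 sequenced fragments (median 14409866), the SI crypt samples 10859762 to 14458601 (median 12265355.5) and the SI villus samples 10588783 to 17970894 (median 12418405). After fragments at the same position were removed, 9127982 to 14716273 fragments remained in colon, 3100376 to 9021688 in SI crypt and 4858968 to 12479695 in SI villus. The authors trimmed adapters with NGmerge, aligned the reads to the mm9 genome with Bowtie2, and called peaks with MACS2 at a q value of 0.05 without an input control, on each sample and on the merged alignment of each compartment. The paper states that peaks were filtered against the blacklist of mm9. Of the peaks that MACS2 listed for the merged alignments, the deposited intervals left out 999 of 23881 in colon, 786 of 13488 in SI crypt and 966 of 19044 in SI villus. Whether these lay in the blacklist was not examined here. The fold enrichment and the q value of each peak are the authors' own MACS2 values, and they rank peaks within one list only. From these peak lists, the overlap between lists, the distance to genes and the sequence at the summits were computed here. Read counts were not used here, so no count-based test of binding was run.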

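VDR was bound at 22882 sites in colon, 12702 in SI crypt and 18078 in SI villus. Ranked by -log10 q within each list, the first peak of all 3 compartments was one site in an intron of Ptprj, which encodes a receptor-type tyrosine phosphatase (mm9 chromosome 2, summit at 90328378 in colon), with a -log10 q of 929 in colon, 1752 in SI crypt and 2325 in SI villus and a peak in each of the 12 samples. The promoter of Crat, the carnitine acetyltransferase of mitochondria and peroxisomes, carried the second peak by this rank in SI crypt (fold enrichment 30.2) and in SI villus (35.3), and the promoter of Nsun5, an rRNA methyltransferase, the fourth in SI villus (36.4). In colon, the promoter of Ppox, an enzyme of heme synthesis, had a fold enrichment of 21.9, and a site in an intron of Arhgap26 had one of 30.03. Its nearest transcription start site (TSS), that of Nr3c1, lies 265 kb away. Single samples held 1760, 5010, 6137 and 10100 peaks in colon, 13381, 2188, 1136 and 2480 in SI crypt, and 10384, 5992, 1535 and 3779 in SI villus. The number of peaks per sample did not separate the compartments. On the log2 scale, colon lay above SI crypt by 0.68 (two-sided exact permutation test, p = 0.486) and above SI villus by 0.15 (exact permutation p = 0.857), and SI crypt minus SI villus was -0.53 (exact permutation p = 0.571), with an adjusted p of 0.857 for each after Benjamini-Hochberg correction over the 3 comparisons; the smallest p that 4 samples against 4 allow is 0.0286. Of the pooled peaks, 50.8% in colon, 35.4% in SI crypt and 49.6% in SI villus overlapped no peak of a single sample, while 834, 469 and 692 peaks were called in all 4 samples. Of the SI crypt peaks, 5355 were called by SI crypt sample 1 and by no other SI crypt sample.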

Using VDR ChIP-seq, we found many 1,25(OH)_2_D_3_-induced VDR-binding peaks in each intestinal compartment: 12,719 in SI crypt, 18,083 in SI villus, and 22,888 in colon. 

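The VDR-binding peaks at Cyp24a1, the 24-hydroxylase that breaks down 1,25(OH)_2_D_3_, differed widely in width. The SI villus list held a peak of 2959 bp over an intron with a fold enrichment of 1.95 and one of 2755 bp over the 3′ end of the gene with a fold enrichment of 2.85, while the Cyp24a1 promoter peak was 694 bp wide there with a fold enrichment of 10.3 and 2621 bp wide in SI crypt with one of 5.44. The mean width of the pooled peaks was 399.8 bp in colon, 471 bp in SI crypt and 477 bp in SI villus, and the medians were 325, 398.5 and 383 bp. Peaks of 1000 bp or more numbered 671 in colon (2.93%), 465 in SI crypt (3.66%) and 963 in SI villus (5.33%), and the widest reached 3363, 4285 and 5477 bp. In the lists of single samples the mean width was 327 ± 46.0 bp (SD, n = 4) in colon, 411 ± 112 bp in SI crypt and 397 ± 129 bp in SI villus, so the spread between samples covered the difference between compartments. The median fold enrichment of the pooled peaks was 3.36 in colon (quartiles 2.68 and 4.53), 3.84 in SI crypt (3.14 and 5.15) and 3.61 in SI villus (2.92 and 4.81). The signal at each base, from which a composite profile is drawn, was not analysed here.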

The ChIP-Seq signal was similar across compartments and VDR ChIP peaks averaged ∼ 1000 bp wide (Fig. 3*A*). 

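Cyp24a1 lies on the minus strand of mm9 chromosome 2 from 170308208 to 170322645. A VDR-binding peak sat at its promoter, upstream of the TSS, in every compartment, with a -log10 q of 142 in colon, 211 in SI crypt and 702 in SI villus. Downstream of the gene, the peak 35.3 kb from the TSS had a -log10 q of 747, 835 and 1605 and was called in all 12 samples, as was the peak at 42.9 kb (-log10 q of 220.3, 234 and 454). The peak at 39.5 kb was likewise called in all 12 samples, with a -log10 q of 85.2 in colon, 104 in SI crypt and 188 in SI villus. At 37.1 kb a separate peak appeared in the pooled colon list only, where its -log10 q was 16.7 and 2 colon samples called it. Trpv6, the apical calcium channel of the enterocyte, lies on the minus strand of chromosome 6 from 41570620 to 41586404. Its peak upstream of the TSS, at -1.97 kb in colon, had a -log10 q of 59.1 in colon, 24.8 in SI crypt and 20.5 in SI villus, and was called in 3 colon samples but in 1 sample each of SI crypt and SI villus. A second Trpv6 peak, at -3.96 kb in colon, was present in the pooled lists of colon (29.4) and SI crypt (12.4) and not in that of SI villus. Slc30a10, which encodes a manganese exporter, lies on the plus strand of chromosome 1 from 187278727 to 187292641, and its 3 strongest peaks in each compartment lay in intergenic sequence downstream of it. The one 47.9 kb from the TSS had a -log10 q of 769.8 in colon, 955 in SI crypt and 911 in SI villus and ranked second in colon and was the third in SI crypt. The peak at 31.7 kb (-log10 q of 397, 316 and 250.1) was called, like that at 47.9 kb, in all 12 samples. The peak at 29.0 kb (-log10 q of 270.04, 209 and 55.9) was called in 4 colon, 3 SI crypt and 2 SI villus samples.

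**Figure D1:**
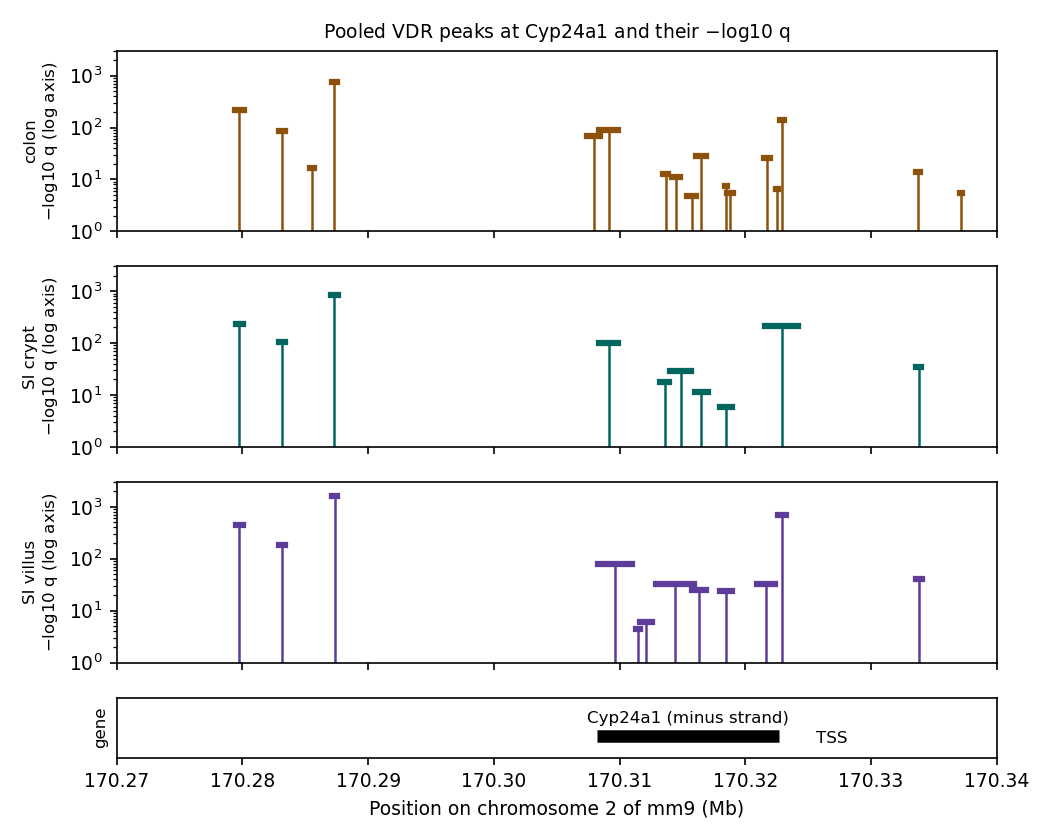
VDR-binding peaks of the pooled lists around Cyp24a1 on mm9 chromosome 2, one panel per compartment: each bar spans a peak, the stem stands at its summit, and its height is the authors' -log10 q on a log axis, with the gene drawn beneath. The tallest peak of each panel is the one 35.3 kb downstream of the TSS (747 in colon, 835 in SI crypt and 1605 in SI villus).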

Included in our VDR ChIP-seq peaks were the previously reported VDR-binding peaks in the *Cyp24a1* gene (TSS at -0.2 kb and downstream enhancer peaks at +35, +37, +39, and +43 kb); the *Trpv6* gene (at -2, -4 kb); and *Slc30a10* gene (*e.g.* robust peaks at +29, +32, and +48 kb) (14). 

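ATAC-seq marks accessible chromatin by the insertion of adapters with the Tn5 transposase. It was done in the same 3 compartments, with 3 samples of each. The paper describes these mice as untreated, on standard chow and 12 weeks old; the sample labels carry a protocol text with 10 ng/g 1,25(OH)_2_D_3_ for 1 h and give an age of 90 days. The conditions of the paper are used here. The samples held 32767083 to 62692175 sequence tags in colon (median 39822653), 37921954 to 61634904 in SI crypt (median 40803892) and 41404185 to 54215173 in SI villus (median 43479381). The authors aligned the reads to mm9 and called peaks with MACS2 at a q value of 0.05, on each sample and on the pooled samples of a compartment, after shifting and extending the tags. For the pooled lists the shift and the extension were -78 and 157 bp in colon, -51 and 102 bp in SI crypt and -53 and 157 bp in SI villus. Single samples held 21269 to 32853 peaks in colon, 35220 to 57825 in SI crypt and 43090 to 51037 in SI villus, and the pooled lists 39428, 74734 and 64782. A VDR-binding peak was counted as coinciding with accessible chromatin when it shared at least 1 bp with a pooled ATAC-seq peak of its own compartment.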

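An ATAC-seq peak was called under some of the strongest VDR-binding peaks and not under others. The promoters of Crat and of Ppox, and the enhancer 47.9 kb downstream of Slc30a10, overlapped an ATAC-seq peak in all 3 compartments. The intronic peak of Slc37a2, a sugar phosphate transporter, overlapped one in SI crypt and SI villus but not in colon, and the intronic peak of Ptprj did so in SI crypt alone. Over all VDR-binding peaks, 41.9% coincided with an ATAC-seq peak in colon (9578 peaks, 95% Wilson interval 41.2 to 42.5%), 50.4% in SI crypt (6397 peaks, 49.5 to 51.2%) and 56.3% in SI villus (10173 peaks, 55.5 to 57.0%). When the VDR-binding peaks were moved along their chromosomes by 100 random shifts, 1.24%, 2.01% and 2.11% coincided on average, and 0 of 100 shifts gave the measured share in any compartment. The share followed the strength of the peak. In the 10% of peaks with the highest -log10 q it was 60.5% in colon, 70.5% in SI crypt and 77.0% in SI villus, and in the weakest 10% 22.3%, 27.01% and 33.2%. In single VDR samples the share was 47.0 ± 4.11% (SD, n = 4) in colon, 50.1 ± 6.77% in SI crypt and 57.1 ± 7.88% in SI villus. The difference was -3.10 percentage points between colon and SI crypt (two-sided exact permutation test, p = 0.457, adjusted p = 0.457), -10.1 between colon and SI villus (exact permutation p = 0.0857, adjusted 0.257) and -7.00 between SI crypt and SI villus (exact permutation p = 0.229, adjusted 0.343). With the 39428 strongest ATAC-seq peaks of every compartment, the share was 41.9% in colon, 40.3% in SI crypt and 47.4% in SI villus, and across single samples colon then lay 8.74 points above SI crypt. The pooled ATAC-seq peaks had a mean width of 384 bp in colon, 252 bp in SI crypt and 370 bp in SI villus. Equal numbers therefore do not give equal extent. The share also depended on the overlap rule. With at least 50% of the VDR-binding peak covered, it was 27.2% in colon, 27.3% in SI crypt and 40.1% in SI villus. By the peak midpoint it was 29.0%, 31.4% and 42.4%.

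**Figure D2:**
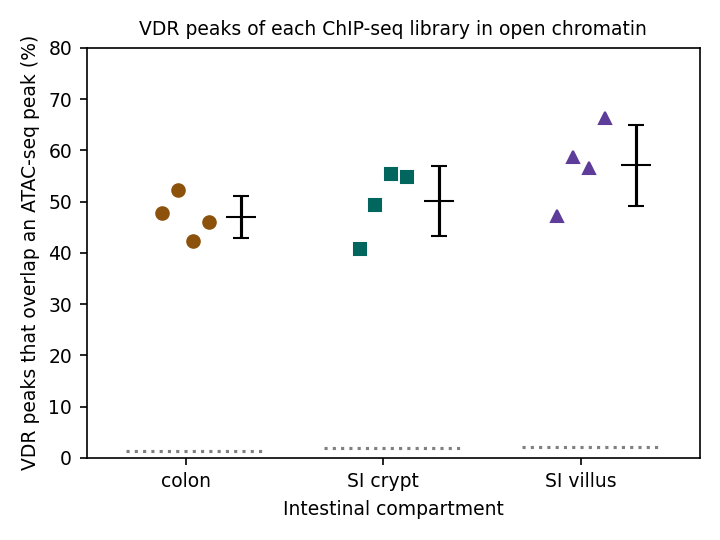
Percent of the VDR-binding peaks of each sample that overlap a pooled ATAC-seq peak of the same compartment: dots are the 4 samples, black marks the mean ± SD, and the dotted grey lines the mean share of randomly shifted peaks. The means are 47.0% in colon, 50.1% in SI crypt and 57.1% in SI villus, against 1.24 to 2.11% after shifting.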

More than 60% of the VDR-binding peaks in the SI villus and crypt and 44% of the VDR-binding peaks in the colon coincided with the ATAC-Seq peaks from these same tissues (See Fig. S4). In contrast, some 1,25(OH)_2_D_3_-induced VDR peaks did not coincide with an ATAC-seq peak and this suggests that 1,25(OH)_2_D_3_ treatment revealed regulatory sites that were either silent under basal conditions or under the ATAC detection limit in untreated mouse intestine (*e.g.* Fig. S5 for the *Slc30a10* gene).

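At Slc30a10, the VDR-binding peak 31.7 kb downstream of the TSS (chromosome 1, 187310234 to 187310689 in colon) overlapped no ATAC-seq peak in colon, SI crypt or SI villus. The peak at 47.9 kb overlapped an ATAC-seq peak that was called in all 3 samples of each compartment, with a -log10 q of 117 in colon, 52.0 in SI crypt and 68.0 in SI villus. At 29.0 kb the overlapping ATAC-seq peak was weak, with a -log10 q of 11.0 in colon, 9.80 in SI crypt and 7.65 in SI villus, and it was called in 1, 2 and 1 of the 3 samples. Over the genome, 13304 VDR-binding peaks in colon, 6305 in SI crypt and 7905 in SI villus lay outside the ATAC-seq peaks of their own compartment. These peaks were weaker, with a median -log10 q of 5.14, 4.72 and 4.68 against 7.91, 7.91 and 7.88 for the peaks inside. An ATAC-seq peak of another compartment covered 24.9% of them in colon, 19.1% in SI crypt and 12.0% in SI villus.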

**Figure 3:**
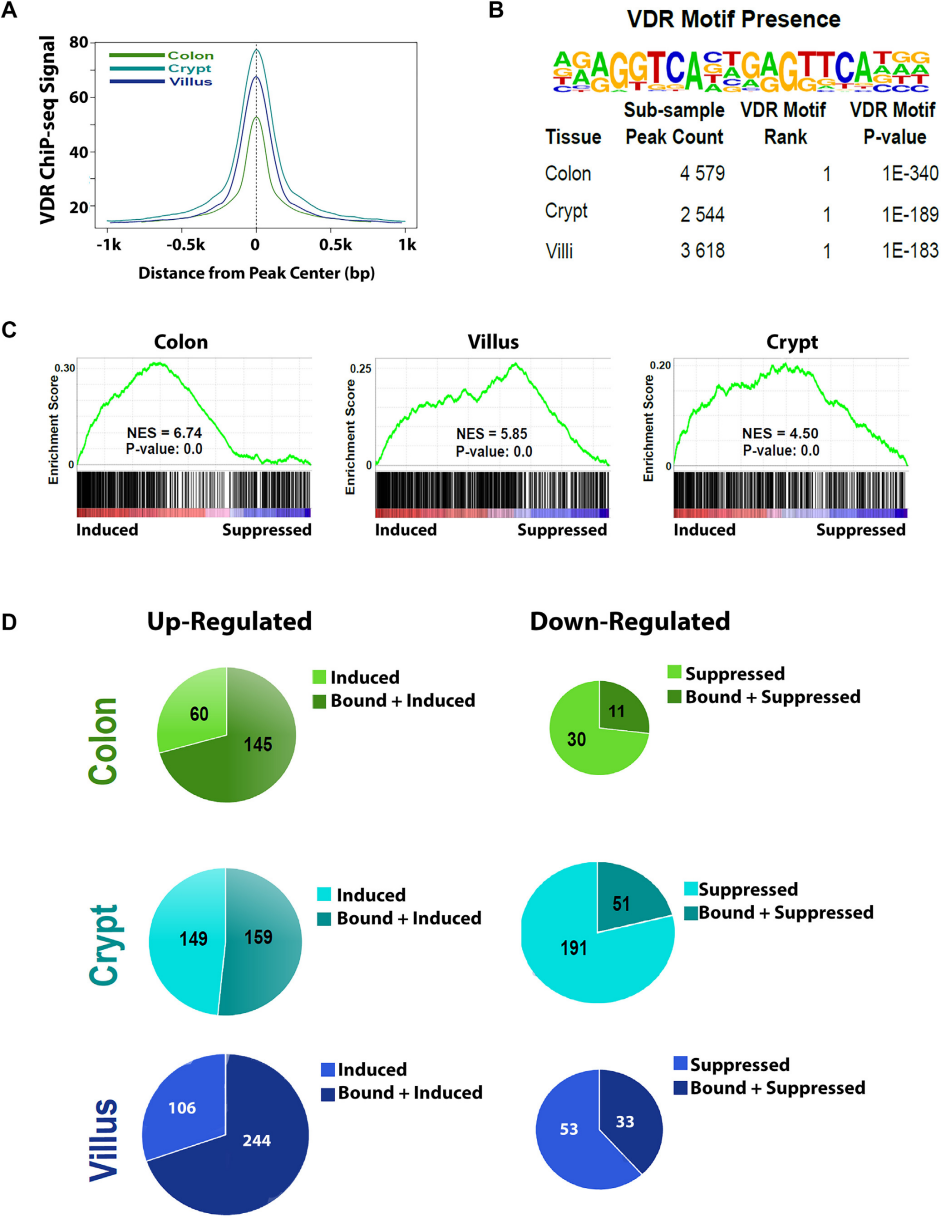
**ChIP-seq analysis of VDR binding and its relation to differentially expressed genes in each compartment.** Mice were treated with 1,25(OH)_2_D_3_ (10 ng/g body weight) and tissues were collected for VDR ChIP-seq after 1 h. *A*, composite ChIP-seq signal at regions identified as binding VDR in the three intestinal compartments show strong and centered sequence reads. *B*, HOMER motif analysis identified transcription factor–binding motifs enriched at VDR-binding regions from each tissue. Twenty percent of the ChIP peaks identified in each tissue were randomly sampled for motif analysis. The canonical VDR motif was the most prevalent in each tissue. *C*, RNA-seq analysis was conducted in each tissue and genes linked to colon, crypt, or villus binding (within 10 kb) were correlated utilizing GSEA analysis. GSEA plots indicate VDR-binding sites are nearby genes that are 1,25(OH)_2_D_3_-induced in each tissue. *D*, pie charts depict genes upregulated (Left) or downregulated (Right) by 1,25(OH)_2_D_3_ treatment (5% FDR) and the subset of these bound by VDR in the colon, small intestinal crypt, or small intestinal villus. 1,25(OH)2D3, 1,25-dihydroxyvitamin D3; VDR, vitamin D receptor.

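The DR3 motif, a direct repeat of hexamers with a spacer of 3 bp that binds VDR with its partner RXR, was found at VDR-binding summits in or near several genes. Ppard, which encodes the nuclear receptor PPARδ, held the sequence GGGTCATTGGGTTCA in an intron (mm9 chromosome 17, 28418075 to 28418089), and Bach1, a repressor of heme oxygenase transcription, held AGGTCATTGGGGTCA upstream of its TSS (chromosome 16, 87681647 to 87681661), each at a summit called in all 3 compartments. A site 4.93 kb upstream of Ccng2, the gene of cyclin G2, held GGGTCAACAGGTTCA (chromosome 5, 93691352 to 93691366). The Ccng2 site was in the authors' deposited set higher in colon than in SI villus, not in that against SI crypt. It was called in 4 colon, 3 SI crypt and 2 SI villus samples. The consensus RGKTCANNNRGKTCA was present in the 200 bp at the summit of 2.05% of colon peaks (469 of 22880), 2.31% of SI crypt peaks (294 of 12702) and 1.69% of SI villus peaks (306), and in 0.0437%, 0.0236% and 0.0111% of the flanking sequences 1 kb away (exact McNemar test, two-sided, adjusted p = 8.1e-123, 4.5e-82 and 3.6e-87 over 39 tests). Of the 13 motifs searched, DR3 had the largest ratio of summit to flank in each compartment (46.9, 98.0 and 153). Its share followed the strength of the peaks, from 6.03% in the strongest 10% of peaks to 0.437% in the weakest 10% in colon, 8.03% to 0.236% in SI crypt and 6.42% to 0.277% in SI villus. The summits were richer in G and C than the flanks (52.5% against 45.9% in colon, 57.5% against 45.5% in SI crypt, 56.8% against 45.9% in SI villus), and DR3 was also called against the same summits read backwards, a control of equal base composition chosen after seeing the data. Its ratio was then 19.5 in colon, 24.5 in SI crypt and 15.3 in SI villus, below that of CTCF (52.7, 35.0 and 32.3). BACH1/MAFK also had a larger ratio in colon (26.5) and SI villus (20.0) and was found in none of the reversed SI crypt summits. YY1 was found in none of the reversed summits of any compartment, against 0.140%, 0.291% and 0.232% of the summits. All peaks of a pooled list were searched; sites are not replicate animals.

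**Figure D3:**
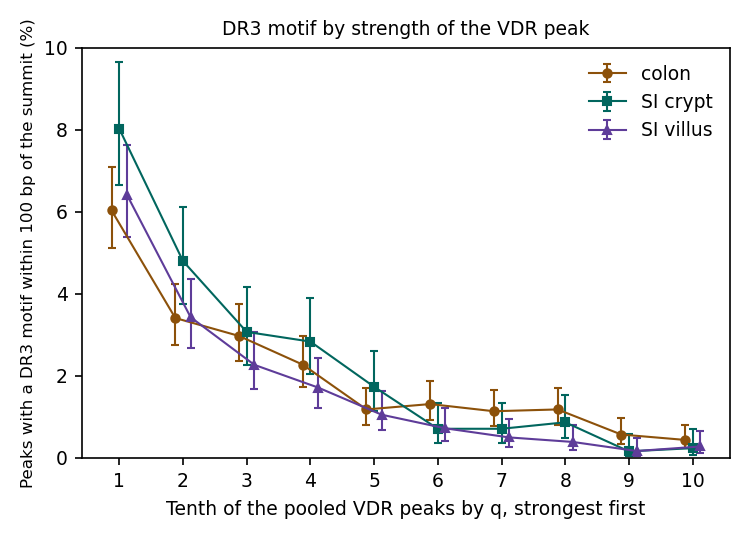
Percent of VDR-binding peaks with a DR3 motif in the 200 bp at the summit, in steps of 10% of the peaks from the strongest to the weakest -log10 q, for colon, SI crypt and SI villus; bars are 95% Wilson intervals, which cover counting error only. The strongest 10% hold the motif in 6.03 to 8.03% of peaks and the weakest 10% in 0.236 to 0.437%.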

An evaluation of the VDR-binding peaks for known transcription factor binding site motifs revealed that the VDR-RXR DR3 motif was the most enriched motif in all three compartments (Fig. 3*B* and Table S6)). In addition, 16 other motifs for intestine-expressed transcription factors were enriched in the VDR ChIP-seq peaks (5% FDR, >1.5 fold enrichment over background DNA), including motifs for RAR, Bach1, HNF4a, JUN, and FOSL2 (in peaks from all three compartments); GATA4, YY1, MAFK (crypt and villus); HNF1, CEBP (crypt), and CDX2, TCF3, THRa (colon) (Fig. S6).

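Motifs of several intestinal transcription factors were more frequent at VDR-binding summits than in their flanks. The motif of HNF4A, a nuclear receptor of enterocyte differentiation, was found at 0.935% of summits and 0.293% of flanks in colon, at 0.858% and 0.370% in SI crypt and at 0.852% and 0.387% in SI villus. The KLF4/KLF5 motif, of factors of epithelial differentiation and proliferation, was found at 11.8% and 7.63% in colon, 13.05% and 7.16% in SI crypt, and 13.02% and 7.36% in SI villus. The AP-1 motif, bound by JUN and FOSL2, was found at 5.53% and 3.48% in colon, 4.204% and 3.09% in SI crypt, and 5.32% and 3.11% in SI villus. HNF4A, KLF4/KLF5, AP-1, CTCF and YY1 passed the test in all 3 compartments (exact McNemar test, adjusted p of 0.00153 or less). The BACH1/MAFK motif passed in colon (0.232% against 0.0962%, adjusted p = 0.000762) and SI villus (0.221% against 0.0996%, adjusted p = 0.00712) but not in SI crypt (0.252% against 0.142%, adjusted p = 0.0800 by the exact test). The GATA4 and CEBP motifs passed in no compartment, and CDX2 not in colon (3.00% against 2.74%, exact test, adjusted p = 0.127). The HNF1 consensus was rare, at 6 summits and 5 flanks in colon, 2 and 1 in SI crypt and 5 and 4 in SI villus, and in SI crypt such counts cannot pass. In 400 bp windows CEBP passed in all 3 compartments (exact test, adjusted p = 0.00792 in colon, 0.0118 in SI crypt and 0.00176 in SI villus) and CDX2 in colon (6.23% against 5.41%, adjusted p = 0.000245). FOXA1 was less frequent at summits than in flanks in all 3 compartments, and CDX2 and HOXB13 were less frequent in SI crypt and SI villus. FOXA1, CDX2 and HOXB13 have motifs rich in A and T, and against the same summits read backwards, a control of equal base composition chosen after seeing the data, GATA4, CDX2 and HOXB13 were more frequent in all 3 compartments. FOXA1 passed in none against this control (ratios of 1.03, 1.07 and 0.945, exact test, adjusted p = 0.486, 0.390 and 0.375). Motifs of RAR, TCF3 and THRA were not analysed here.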

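Tight junction genes, intestinal transcription factors and genes of xenobiotic metabolism and of zinc, manganese and iron transport were linked to VDR-binding peaks more often than other genes in all 3 compartments. Villus enterocyte markers and lipid absorption genes were so in SI crypt and SI villus. A peak was linked to the gene with the nearest TSS within 10 kb, among 22367 protein-coding genes of the mm9 annotation, which linked 7237 genes in colon, 5013 in SI crypt and 6390 in SI villus, 3552 of them in all 3. Of 14 tight junction genes, which seal the epithelium, 12 were linked in colon, 14 in SI crypt and 13 in SI villus (Fisher's adjusted p = 0.000198, 2.1e-08 and 6.5e-06). Of 20 intestinal transcription factors, 17, 17 and 16 were linked (Fisher's adjusted p = 1.1e-05, 9.0e-08 and 1.3e-05). All 14 villus enterocyte markers, such as Lct (lactase), Alpi (alkaline phosphatase) and Fabp2 (a fatty acid carrier), were linked in SI crypt and in SI villus (Fisher's adjusted p = 2.1e-08 and 3.2e-07), and 8 in colon (Fisher's adjusted p = 0.137). In the gene and 60 kb around it, Sis held 21 peaks in SI crypt and 26 in SI villus (highest -log10 q of 21.9 and 20.2). Lct held 4 and 16 (17.1 and 26.8), and Alpi 7 and 6 (135 and 437). The peaks were called without an input control. Whether other genes of equal expression are linked as often was not tested for any list. Of 15 lipid absorption genes, 11 were linked in SI crypt and 10 in SI villus (Fisher's adjusted p = 0.00014 and 0.00626) and 5 in colon, which did not pass. Of 13 proximal small intestine markers, 9 and 10 were linked in SI crypt and SI villus (Fisher's adjusted p = 0.00119 each) and 3 in colon. Colon epithelium markers showed 12 of 16 linked genes in colon (Fisher's adjusted p = 0.00157), 9 in SI villus (0.0431) and 6 in SI crypt (0.327). Of 20 genes of xenobiotic metabolism, 13, 15 and 17 were linked (Fisher's adjusted p = 0.00775, 6.5e-06 and 2.7e-06), with Cyp3a11 and Cyp2b10 linked in SI crypt and SI villus and Gstm1 and Gstm3 in all 3. Of 15 genes of zinc, manganese and iron transport, 13, 12 and 11 were linked (Fisher's adjusted p = 8.4e-05, 1.6e-05 and 0.00119), and of 16 crypt stem and proliferation markers 9, 8 and 4, of which SI crypt passed (0.0294). The linked crypt markers include Msi1 and Cdca7l, which Fig. 5D names for SI crypt in part for VDR-binding sites in these samples. The calcium absorption genes (5, 5 and 4 of 10), the vitamin D metabolism genes, the prostaglandin pathway, secretory cells, immune cells and stromal cells passed in no compartment. Several lists hold genes that the paper names in part for VDR binding in these samples. Among them are Gstm1 and Cyp2b10 (xenobiotic metabolism), Slc30a10, Slc39a8 and Slc30a1 (metal transport), Bach1, Ppard, Klf5 and Gata4 (transcription factors) and Trpv6 (calcium absorption). The tests of such lists are not fully independent evidence. Lists also share genes, such as Apoa4 and Lct, so their tests are not independent of one another. A housekeeping list of 10 genes was linked at 6, 6 and 7 and passed in SI crypt (Fisher's adjusted p = 0.0246) and SI villus (0.0178), and among all other genes about 32.3%, 22.4% and 28.5% were linked. Tests were Fisher's exact test, two-sided, with Benjamini-Hochberg correction over 54 tests. Within 50 kb of the TSS, the xenobiotic genes no longer passed in colon (Fisher's adjusted p = 0.0822) and the stem cell list in SI crypt (0.0592). The colon markers were then lost in SI villus (0.192), and the housekeeping list in SI crypt (0.139) and SI villus (0.0807). When only genes with an ATAC-seq peak within 2 kb of the TSS were the background, the colon markers (Fisher's adjusted p = 0.154) and xenobiotic genes (0.197) no longer passed in colon, the stem cell (0.653) and housekeeping (0.218) lists in SI crypt, and the colon marker (0.211), lipid (0.218), metal transport (0.0812) and housekeeping (0.399) lists in SI villus. Without the peaks that only SI crypt sample 1 called, an alternative chosen after seeing the data, 7 tight junction genes and 2735 genes in all were linked in SI crypt. The tight junction list still passed (Fisher's adjusted p = 0.00172), as did every other list that passed in SI crypt with all peaks. The calcium absorption list, with 4 linked genes, then passed as well (Fisher's adjusted p = 0.0459).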

We attributed the VDR-ChIP peaks to their nearest neighbor gene using GREAT in GSEA. This data was then used to identify the genes differentially expressed by 1,25(OH)_2_D_3_ that also had a VDR-binding peak associated with them (Fig. 3*D*). Approximately, 70% of the 1,25(OH)_2_D_3_-induced transcripts in SI villus and colon had a VDR-binding peak. In contrast, only 52% of 1,25(OH)_2_D_3_-induced crypt transcripts had VDR-binding peaks, while even fewer 1,25(OH)_2_D_3_-suppressed transcripts had them (villus 38.4%; colon 26.8%; SI crypt 21.1%). This suggests that the regulation of many genes, especially those induced in the crypt and suppressed in all compartments, were not direct 1,25(OH)_2_D_3_ target genes but may be a consequence of an upstream 1,25(OH)_2_D_3_-regulated event.

One possibility for how 1,25(OH)_2_ D treatment could alter transcript levels independent of VDR binding to a gene regulatory region is that 1,25(OH)_2_D_3_ regulates the expression of other transcription factors that have 1,25(OH)_2_D_3_-independent downstream actions. Consistent with this hypothesis, bioinformatic analysis identified the protein class “transcription factors” as enriched in the 1,25(OH)_2_D_3_-regulated genes from crypt and colon (Table S7). In addition, we found that, of the transcription factors expressed in the colon (n = 307) or the SI (n = 348) of mice (15), 50 were differentially expressed by 1,25(OH)_2_D_3_ treatment (16 induced and six suppressed transcription factor genes had a VDR binding site). Of the 50 1,25(OH)_2_D_3_-regulated transcription factor messages, 18 had enrichment of their downstream target genes in our dataset (Fig. 4 and Table S8).

**Figure 4:**
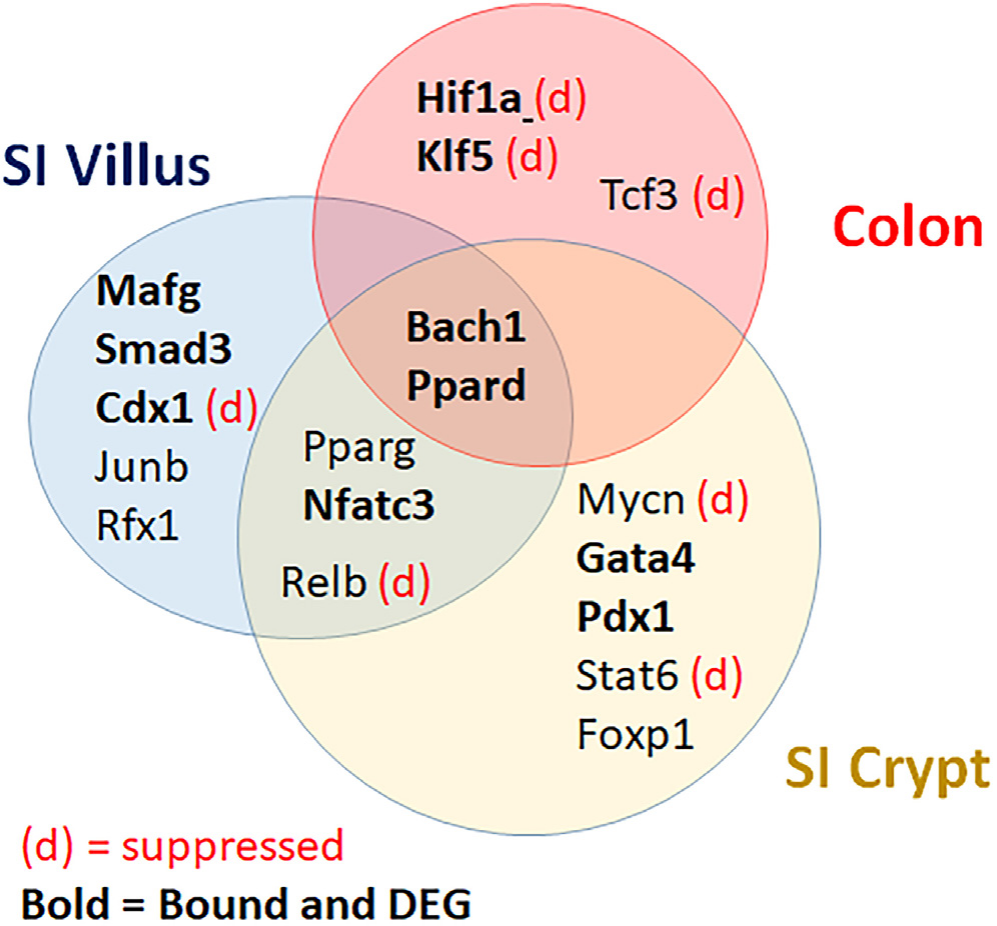
**1,25(OH)**_**2**_**D**_**3**_**-regulated transcripts for intestinal transcription factors and their relationship to the three intestinal compartments examined**. RNA-seq identified 1,25(OH)_2_D_3_ regulated transcription factor mRNA. Downregulated transcripts are identified with a *red* (d). Transcription factors whose downstream target genes were enriched in the list of 1,25(OH)_2_D_3_-regulated transcripts are identified with *bold* text. 1,25(OH)2D3, 1,25-dihydroxyvitamin D3.

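SI crypt and SI villus shared more of their sites with each other than with colon when lists of equal length were compared. With the 12702 peaks of highest -log10 q of each compartment, 57.6% of SI crypt peaks overlapped an SI villus peak and 44.3% a colon peak. Of the SI villus peaks, 45.6% overlapped a colon peak and 57.1% an SI crypt peak, the last a value chosen after seeing the data. The full lists differ in length. Of all SI crypt peaks, 65.7% (8347) overlapped an SI villus peak and 55.7% a colon peak, and of the SI villus peaks 46.0% overlapped an SI crypt peak and 47.1% a colon peak. Without the peaks that only SI crypt sample 1 called, 62.9% of SI crypt peaks overlapped an SI villus peak and 59.1% a colon peak. That setting was chosen after seeing the data, and lists of equal length were not tested under it. Of the colon peaks, 55.7% (12743) overlapped neither SI list and 24.9% (5696) overlapped both, whereas 23.2% of SI crypt peaks and 38.5% of SI villus peaks overlapped no other list. With lists of equal length, a comparison chosen for this share after seeing the data, 44.9% of colon, 33.4% of SI crypt and 32.5% of SI villus peaks overlapped no other list. Among the sites bound in all 12 samples were those in Ptprj, at the promoters of Crat, Nsun5 and Ppox, and some of the enhancers downstream of Cyp24a1 and Slc30a10. Across the 28085 sites of the 12 samples, the mean Jaccard index, the share of common sites, was 0.25 within colon and SI crypt samples against 0.172 between them (two-sided exact permutation over 35 splits, p = 0.0571), and 0.246 against 0.178 for colon and SI villus (exact permutation p = 0.0286, the smallest possible). For SI crypt and SI villus it was 0.219 within and 0.225 between compartments (exact permutation p = 0.914). After Benjamini-Hochberg correction the adjusted p was 0.0857, 0.0857 and 0.914, so none passed. With the 1136 strongest peaks of every sample, the first and second differences between these means were 0.116 and 0.155 and passed (exact permutation, adjusted p = 0.0429 each).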

We next used Diffbind to compare VDR peaks across the three compartments to test whether compartment-specific regulation of genes by 1,25(OH)_2_ D treatment was due to differential binding of VDR to specific regulatory sites. 

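The authors' deposited sets of differential sites between SI crypt and SI villus held 80 sites higher in SI crypt and 5 higher in SI villus. The strongest crypt-enriched sites lay in introns of Eef1a1 (translation elongation factor 1 alpha), Kcnh1 (a potassium channel) and 9230112D13Rik, at the promoter of the linker histone gene Hist1h1d and in an intron of Cradd (an adaptor of apoptosis signalling), with a -log10 q of 101 at Eef1a1 and 63.7 at Cradd. Of the 5 villus-enriched sites, one lay in an intron of Apol9b (-log10 q of 42.8) and one in an intron of 4930402H24Rik (29.4). The others were intergenic. They lay at -7.78 kb from the TSS of the eosinophil chemokine gene Ccl24 (27.3), at 56.2 kb from that of Pfkfb3 (209) and at -822 kb from that of Api5 (12.7). A peak covered 50.0 ± 31.9% (SD, n = 4) of the 80 sites in SI crypt samples, 8.75 ± 6.04% in SI villus samples and 55.0 ± 16.4% in colon samples, and 96.25% of them overlapped a pooled colon peak. Without SI crypt sample 1, the other SI crypt samples together covered 62 of the 80 sites (77.5%). Sample 4 covered 59, samples 2 and 3 covered 18 each, and these last together 30 (37.5%), a count chosen after seeing the data. Of the 5 villus-enriched sites, SI villus samples covered 70.0 ± 25.8% and SI crypt samples 10.0 ± 20.0%. The sets were chosen by the authors on these samples, so these shares describe them and are not independent evidence. In the peak lists alone, 31 sites were called in all 4 samples of SI crypt or of SI villus and in none of the other, 7 in SI crypt and 24 in SI villus, and this count was 78, 48 and 51 without SI crypt samples 1, 2 and 3 in turn and 126 and 59 without SI villus samples 3 and 4.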

Differential VDR binding was minimal between the small intestinal crypt and villus (80 crypt-enriched peaks, five villus-enriched peaks). In contrast, there were several hundred VDR peaks that were differentially enriched in either the colon or SI (Fig. 5*A* with images of the enriched peak profile in Fig. 5*B*). 

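The authors' deposited sets held 571 sites higher in colon and 531 higher in SI crypt in the one comparison, and 930 higher in colon and 811 higher in SI villus in the other, which match the numbers printed in Fig. 5A. The strongest SI-enriched sites were the promoter of Crat, the intron of Slc37a2 and the promoter of Slc35f2, a solute carrier (-log10 q of 508 in SI crypt), and, in the set higher in SI villus than in colon, the promoter of Nsun5 and sites upstream of Tmem104 (764) and of Dapk2 (754), a kinase of cell death signalling. The strongest colon-enriched sites lay in introns of Tnip3, an inhibitor of NF-κB signalling (345), and of the homeobox gene Barx2 (365). The Tnip3 site was called in 4 colon, 4 SI crypt and 3 SI villus samples and the Barx2 site in 4, 2 and 2. Others were intergenic, at -40.2 kb from the TSS of Tagap (318), 85.6 kb from that of Azin1 (263) and -5.91 kb from that of Zp1 (256). The sites near Tagap, Azin1 and Zp1 were called in all 4 colon samples and in no SI sample. Peaks of single samples covered 66.2 ± 29.8% (SD, n = 4) of the 571 colon-enriched sites in colon and 2.36 ± 3.36% in SI crypt, and 66.2 ± 27.9% of the 930 in colon and 2.42 ± 1.80% in SI villus. The 531 crypt-enriched sites were covered at 45.7 ± 19.7% in SI crypt and 9.70 ± 6.78% in colon, and the 811 villus-enriched sites at 63.7 ± 24.1% in SI villus and 10.9 ± 8.45% in colon. With the 1136 strongest peaks of every sample, the gap between the compartments was smaller at the 571, the 930 and the 811 sites. Colon sample 1 covered 21.9% of the 571 and 24.7% of the 930 sites, and the other colon samples 75.7% or more. Sites called in all 4 samples of one compartment and in none of the other numbered 213 between colon and SI crypt (177 in colon) and 254 between colon and SI villus (160 in colon); without colon sample 1 these counts were 916 and 914, without SI crypt sample 1 the former was 339, and without SI villus sample 3 the latter was 448. Accessible chromatin, measured in other samples, followed the same sides. ATAC-seq peaks of colon samples covered 27.3 ± 7.53% (SD, n = 3) of the 930 colon-enriched and 15.0 ± 1.957% of the 811 villus-enriched sites, and those of SI villus samples 12.3 ± 3.31% and 49.8 ± 8.00%, a difference of 49.7 percentage points between the compartments (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). For colon against SI crypt the difference was 37.0 points (exact permutation p = 0.1). From the DiffBind comparisons the paper concludes that VDR binds similar regions in crypt and villus and differs between the proximal and the distal gut (Fig. 5).

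**Figure D4:**
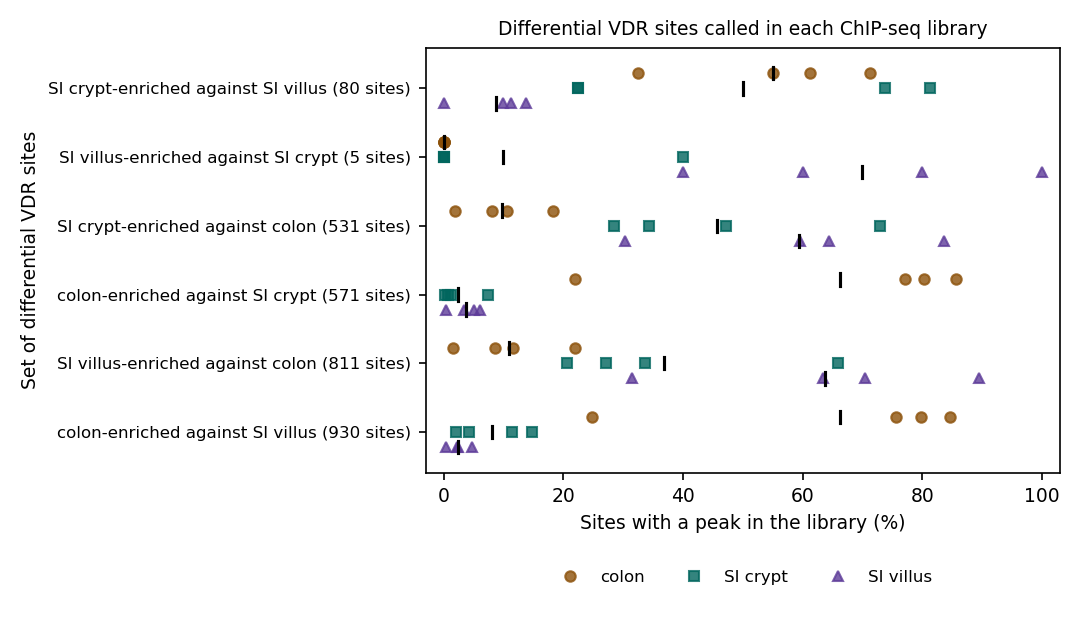
Percent of the sites of each of the authors' 6 deposited differential sets that a VDR-binding peak of each sample overlaps: points are the 4 samples of a compartment and black bars their mean. At the 930 sites higher in colon than in SI villus the means are 66.2% in colon and 2.42% in SI villus.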

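Genes that characterise each segment were linked to the compartment-enriched sites of the authors' deposited sets. At the sites higher in SI villus than in colon, 12 of 14 villus enterocyte markers were linked within 10 kb (odds ratio 149, Fisher's adjusted p = 1.1e-14), among them Lct, Alpi, Dpp4 (a brush border peptidase), Slc5a1 (the sodium glucose cotransporter) and Khk (ketohexokinase). Of 12 lipid absorption genes in the background, 10 were linked (odds ratio 124, Fisher's adjusted p = 2.5e-12), such as Apob, Apoa4, Mogat2 and Npc1l1, as were 7 of 18 genes of xenobiotic metabolism (odds ratio 19.0, Fisher's adjusted p = 1.1e-05), with Cyp3a11, Cyp2b10 and the pregnane X receptor gene Nr1i2, and 5 of 10 proximal small intestine markers (Fisher's adjusted p = 8.4e-05). The sites higher in SI crypt than in colon were linked to 10 of the 14 villus enterocyte markers (odds ratio 116, Fisher's adjusted p = 3.8e-13), 7 of 11 lipid absorption genes (8.2e-09), 6 of 9 proximal small intestine markers (8.4e-08) and 5 of 17 xenobiotic genes (0.000147). Of the solute carriers named in the paper, in part for VDR-binding sites in these samples and so not independent evidence, 3 of 8 were linked to either SI set (Fisher's adjusted p = 0.0113 for SI villus and 0.00299 for SI crypt). The same limit holds in part for the xenobiotic list (Cyp2b10 and Gstm1) and the proximal small intestine list (Gata4 and Pdx1). The other proximal markers linked to the villus-enriched sites, Apoa1, Apoa4 and Lct, are also members of the lipid absorption or villus enterocyte list. At the crypt-enriched sites only Reg3b was linked besides these. The passes of these lists are therefore not separate evidence. The sites higher in colon than in SI crypt were linked to 6 of 12 colon epithelium markers (odds ratio 52.9, Fisher's adjusted p = 4.6e-07), among them Muc2 (the main mucin of colonic mucus), Car1 (carbonic anhydrase) and Aqp8 (a water channel), and those higher than in SI villus to 5 of 12 (odds ratio 20.5, Fisher's adjusted p = 0.000239). These tests, Fisher's exact test with Benjamini-Hochberg correction over 72 tests, were chosen after seeing the data. Their background was the genes linked to a VDR-binding peak of either pooled list or to a site of the tested set, and Apoc3 entered it through the tested set alone. With the genes of the pooled lists alone, 9 of 11 lipid absorption genes were linked to the villus-enriched sites (Fisher's adjusted p = 5.9e-11). Of 3 immune cell markers, 2 were linked to the sites higher in colon than in SI villus (Fisher's adjusted p = 0.0199). This call was lost with the genes of the pooled lists alone (1 of 2, Fisher's adjusted p = 0.26), within 50 kb (0.204) and with all genes as background (0.0809). The sites linked to the listed genes were wide and of low fold enrichment. In the villus-enriched set they had a median width of 994.5 bp and a median fold enrichment of 3.57 (42 sites), against 523.5 bp and 6.48 for the sites linked to other genes (292), and in the colon-enriched set against SI villus 1097 bp and 2.15 (8 sites) against 601 bp and 4.42 (327). DR3 was found at 0% of the sites linked to the listed genes, against 0.714 to 2.75% of the others, depending on the set. With 8 to 42 such sites per set, shares this low can give none by chance, so no lack of DR3 is shown. The sites linked to the listed genes also overlapped an ATAC-seq peak less often, at 54.8% against 71.6% in the villus-enriched set. In the colon-enriched set against SI villus the shares were 12.5% and 41.6%, and the sets of colon and SI crypt went the same way. These differences were not tested, and no background of genes matched for expression was used.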

As shown in Figure 3, VDR peaks are more common for the induced genes so we evaluated the number of DEG with VDR-binding peaks that had both compartment-specific binding and induced expression. Our data show that fewer than 30% of the compartment-specific, differentially regulated transcripts also had compartment-specific differential VDR binding. This includes genes like *Slc37a2*, which has a VDR-binding site within an intronic enhancer in the SI that is absent in the colon, as well as *Ptges*, which has an VDR binding, intronic enhancer in colon that is lower in the SI (Fig. 5*C*).

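Slc37a2 lies on the minus strand of mm9 chromosome 9 from 37036734 to 37063323. Its intronic VDR-binding peak, 9.25 kb downstream of the TSS (37053772 to 37054373 in SI crypt), had a fold enrichment of 22.1 and a -log10 q of 745 in SI crypt and of 28.3 and 1298 in SI villus, and was called in all 4 samples of each. The pooled colon list held a peak at the same place with a fold enrichment of 7.03 and a -log10 q of 72.4, called in 3 of the 4 colon samples. The site belonged to both SI-enriched deposited sets of the authors. Ptges, the terminal synthase of prostaglandin E2, lies on the minus strand of chromosome 2 from 30744991 to 30785383. Its intronic peak at 30748802 to 30749340 in colon, 9.75 kb from the 5′ end of an annotated transcript, had a fold enrichment of 15.8 and a -log10 q of 247 and was called in 3 colon samples. In SI villus the fold enrichment was 10.2 and the -log10 q 51.0, with a peak in all 4 samples, and in SI crypt 6.25 and 15.1, with a peak in 1 sample. The Ptges site was in the authors' deposited set of sites higher in colon than in SI crypt, and not in that of sites higher than in SI villus.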

**Figure 5:**
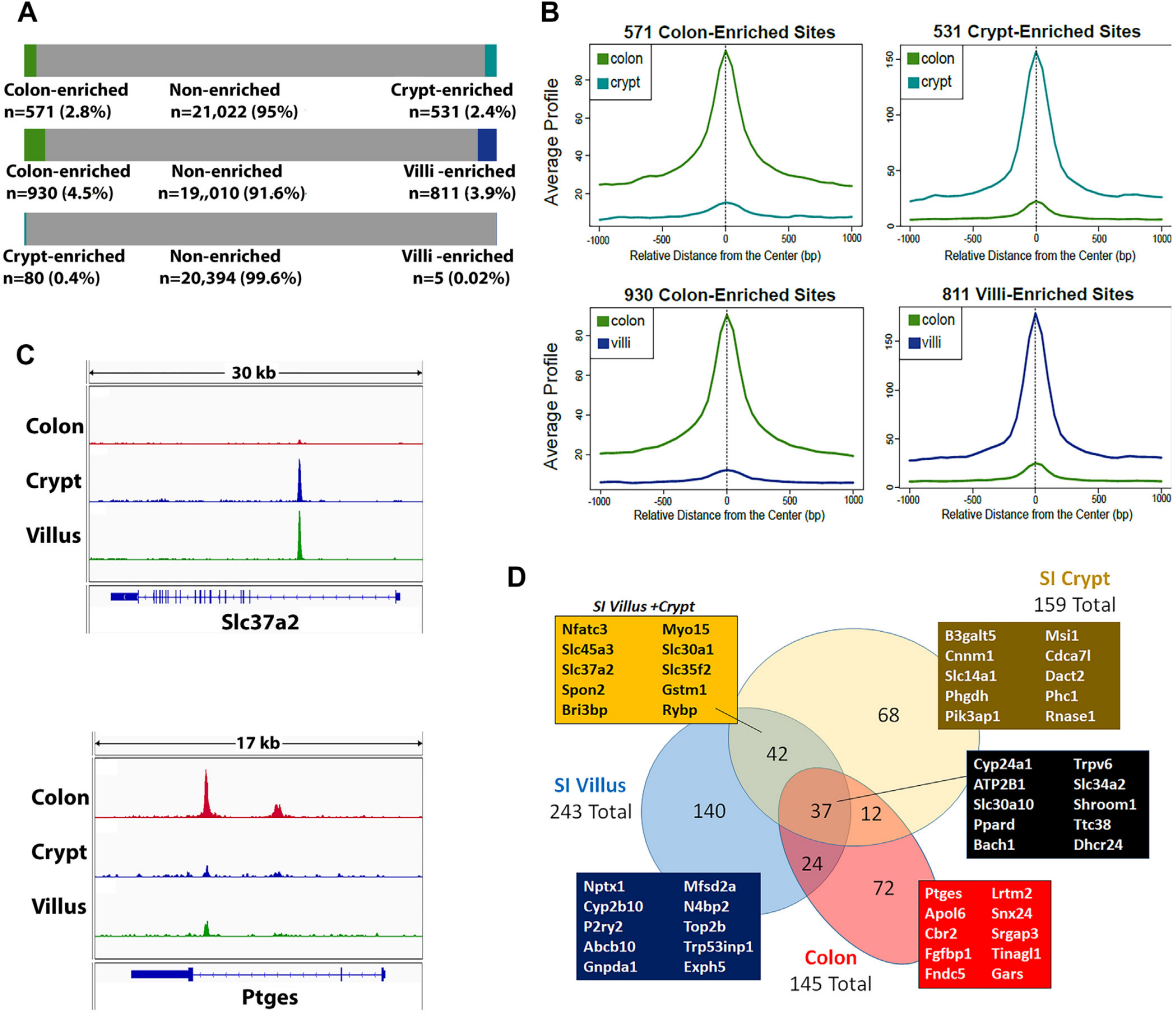
**VDR binds similar genomic regions in the duodenal crypts and villus but differential VDR binding is seen in proximal *versus* distal gut**. *A*, diffbind analysis was performed using VDR ChIP-seq replicates (n = 4) measuring VDR binding to the small intestine crypt, small intestine villus, or colon epithelium. Peaks with differential binding between compartments were identified (5% FDR). *B*, composite VDR ChIP-seq signal comparing the peaks with differential VDR binding in comparisons between colon and small intestine crypt or villus peaks. *C*, examples of genes with compartment-specific differential Vdr binding; *Slc37a2* has VDR peaks in small intestine but not colon; *Ptges* has robust peaks in colon but not small intestine. *D*, venn diagram of genes that are 1,25(OH)_2_D_3_-induced and have VDR-binding sites in the three compartments. Boxes show 10 representative genes for various compartments or overlap groups. 1,25(OH)2D3, 1,25-dihydroxyvitamin D3; VDR, vitamin D receptor.

## Discussion

It is well established that 1,25(OH)_2_D_3_ is a critical regulator of intestinal physiology that controls calcium absorption (16), enhances barrier function (17, 18), regulates colonic inflammation (19), and suppresses colon cancer development (20). Despite these diverse effects, the genomic mechanisms used by 1,25(OH)_2_D_3_ to regulate intestinal biology remain unknown. Previous studies have focused on intestinal effects of 1,25(OH)_2_D_3_ in the mature small intestinal enterocyte related primarily to calcium absorption or protection against barrier dysfunction (17, 21). In contrast, effects of 1,25(OH)_2_D_3_ in small intestinal crypts are only beginning to be defined and have been a matter of debate (10, 13, 22). For example, it had been suggested that 1,25(OH)_2_D_3_ mediated transcription in intestinal villi but not in the crypts (23). We attempted to resolve this issue by examining the molecular actions of 1,25(OH)_2_D_3_ across multiple functional compartments in the intestine, that is, the SI crypt, the SI villus, and the colonic epithelium. Consistent with our recent study (8), 1,25(OH)_2_D_3_ treatment induced genes controlling intestinal Ca absorption in the all three compartments (*i.e.*, *Cyp24a1, Trpv6, S100g,* and *Atp2b1*). However, only a small number of the 1,25(OH)_2_D_3_-regulated gene targets were common across the three compartments (5.7% of the total DEG). Instead, the majority of 1,25(OH)_2_D_3_-mediated genomic events were distinct and compartment specific (Fig. 2). Thus, our study reveals a complexity to intestinal 1,25(OH)_2_D_3_ action that had not previously been appreciated in genomic studies using SI mucosal scrapings (14) or cultured cells (24, 25).

A significant amount of research has been conducted to define the mechanisms controlling intestine-specific and intestine-segment–specific gene expression. This has defined transcription factors like CDX2, HNF4a/g, and GATA4/5/6 as central regulators of intestine cell identity (26) and GATA6, SATB2, and KLF4 as colon-enriched transcription factors (15). However, few studies have explored how inducible gene expression is different across intestinal compartments. While there were only minor differences between VDR mRNA expression across the intestinal compartments, we found that ∼30% of compartment-specific 1,25(OH)_2_D_3_-induced transcripts could be explained by differential VDR binding to gene regulatory regions. 

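GATA4, CDX2 and FOXA1 motifs differed between the sites enriched for VDR in colon and in SI villus, while the motif of VDR itself did not. The DR3 motif was found in the 200 bp at the centre of 3.33% of the 930 colon-enriched sites and 2.96% of the 811 villus-enriched sites (two-sided Fisher's exact test, adjusted p = 0.988 over 13 motifs). AP-1 motifs were found at 6.24% and 8.88% (exact, adjusted p = 0.143) and KLF4/KLF5 motifs at 10.9% and 11.3% (exact, adjusted p = 0.988). The colon-enriched sites held 48.9% G and C and the villus-enriched sites 53.9%. In the same sequences read backwards, where a difference reflects base composition only, 0 motifs passed the test, a control chosen after seeing the data. Sites are not replicate animals.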

Compartment-enriched VDR peaks were also found to differ in their enrichment of secondary transcription factor–binding motifs. This suggests that coordination between other transcription factors and VDR may contribute to differential binding and/or chromatin accessibility. For example, our findings of CDX2 and FOXA1 motifs at or near colon-enriched VDR-binding sites and HNF4a and GATA4 motifs at SI-enriched VDR-binding sites suggest that these transcription factors may promote or stabilize VDR binding at specific sites to mediate compartment-specific gene regulation. 

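CDX2, the master regulator of intestinal identity, had its motif at 5.38% of colon-enriched and 1.97% of villus-enriched VDR-binding sites, an odds ratio of 2.77 (95% interval 1.57 to 4.86, two-sided Fisher's exact test, adjusted p = 0.000926). FOXA1, a pioneer factor of the gut endoderm, had its motif at 7.31% and 2.47% (odds ratio 3.07, interval 1.85 to 5.07, Fisher's adjusted p = 3.7e-05). GATA4, which sets the identity of the proximal SI, had its motif at 2.15% of colon-enriched and 6.54% of villus-enriched sites (odds ratio 0.319, interval 0.190 to 0.536, Fisher's adjusted p = 3.9e-05). The HNF4A motif was found at 0.968% and 1.85% (odds ratio 0.530, interval 0.235 to 1.19, Fisher's adjusted p = 0.387), and at 0.876% of the sites higher in colon than in SI crypt and 0.753% of those higher in SI crypt (odds ratio 1.14, interval 0.326 to 3.98, Fisher's adjusted p = 1). It passed in neither comparison. The calls for CDX2, FOXA1 and GATA4 were the same in 400 bp windows and for the colon-enriched against the crypt-enriched sites.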

A stabilizing role would be similar to the role proposed for ETS1 in the regulation of 1,25(OH)_2_D_3_-mediated *Cyp24a1* gene expression (27). However, these hypotheses must be formally tested.

About 30% of the genes induced by 1,25(OH)_2_D_3_ in SI villus and colon and 48% of 1,25(OH)_2_D_3_-induced crypt transcripts did not have VDR-binding peaks. Also, between 60 to 79% of 1,25(OH)_2_D_3_-suppressed transcripts in each of the three compartments lacked a VDR-binding site. Thus, VDR binding does not predict mRNA expression. One hypothesis to explain VDR-independent and compartment-specific regulation of genes is that it is indirectly mediated through other transcription factors. 

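Of the 18 transcription factors named in Fig. 4, 15 were linked to a VDR-binding peak within 10 kb in colon, 14 in SI crypt and 15 in SI villus (two-sided Fisher's exact test, adjusted p = 5.1e-05, 6.5e-06 and 1.2e-05). Bach1, Cdx1, Hif1a, Junb, Klf5, Mafg, Nfatc3, Pdx1, Pparg, Ppard, Relb, Smad3 and Stat6 were linked in all 3 compartments. Gata4 was linked in SI crypt and SI villus, Tcf3 in SI villus alone, and Mycn and Foxp1 in colon alone. The study chose these factors by the response of their mRNA in other mice and, in part, by enrichment of their target genes and by VDR binding in these samples, so the count is not independent evidence. Without the peaks that only SI crypt sample 1 called, an alternative chosen after seeing the data, 10 were linked in SI crypt. The expression of their target genes was not analysed here.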

In support of this hypothesis, we found 10 transcription factor genes that contained VDR-binding sites were differentially regulated by 1,25(OH)_2_ D treatment, and whose downstream targets were differentially regulated by 1,25(OH)_2_ D despite lacking VDR-binding sites near their genes. In the SI, this includes genes for transcription factors like NFATC3, which regulates intestinal differentiation (28), GATA4, which is a central regulator of proximal SI identity (26, 29, 30), and PDX1, which regulates enterocyte differentiation into enteroendocrine cells (31). Thus, 1,25(OH)_2_D_3_-mediated effects through these transcription factor genes could contribute to the prodifferentiating effects of the hormone in the intestine. 

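Nfatc3, on the plus strand of mm9 chromosome 8 from 108582740 to 108654437, had a VDR-binding peak 3.53 kb upstream of its TSS with a -log10 q of 254 in SI crypt, 265 in SI villus and 134 in colon, called in all 4 samples of SI crypt and of SI villus and in 3 of colon. A further Nfatc3 peak in an intron, 17.0 kb from the TSS, was found in SI crypt (19.3) and SI villus (20.9). Gata4, on the minus strand of chromosome 14 from 63817759 to 63890529, had an intronic peak 26.4 kb from its TSS in SI crypt (-log10 q of 11.7) and one at 6.85 kb in SI villus (10.9), each in both SI-enriched deposited sets of the authors and each called in 1 sample of that compartment. In the pooled colon list the Gata4 peak of highest -log10 q (97.8) lay in an intron at 38.4 kb and was called in 3 colon samples. At the same place the SI crypt and SI villus lists held peaks with a -log10 q of 10.1 and 16.1. The highest -log10 q in Gata4 and the 60 kb around it was 14.3 in SI crypt and 21.5 in SI villus. The Gata4 peak nearest to the TSS in SI crypt lay 0.64 kb from it. Pdx1, on the plus strand of chromosome 5 from 148081535 to 148089584, had a peak 8.58 kb upstream of its TSS in SI crypt (17.9) and SI villus (47.7), in both SI-enriched deposited sets, and 2 SI villus samples called it. The pooled colon list held a Pdx1 peak at -8.88 kb with a -log10 q of 2.77 that no colon sample called. A peak 30.1 kb downstream of the Pdx1 TSS in colon, whose nearest TSS is that of Cdx2, was present in all 3 lists, colon (96.3), SI crypt (36.0) and SI villus (31.4).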

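Hif1a, which encodes the oxygen-sensitive subunit of hypoxia-inducible factor 1, lies on the plus strand of mm9 chromosome 12 from 75002362 to 75048517. A VDR-binding peak 17.2 kb upstream of its TSS had a -log10 q of 32.7 in colon, 60.8 in SI crypt and 37.8 in SI villus, was called in 3, 3 and 2 of the 4 samples, and overlapped an ATAC-seq peak in each compartment. A second Hif1a peak, in an intron 30.2 kb downstream of the TSS, was found in the pooled colon list only (31.4) and called in 2 colon samples. Klf5, a zinc finger factor of proliferating crypt cells, lies on the plus strand of chromosome 14 from 99697910 to 99712624. Its promoter carried a peak with a -log10 q of 10.6 in colon, 8.02 in SI crypt and 4.23 in SI villus, called in 1 colon sample, 1 SI crypt sample and no SI villus sample. In colon a Klf5 peak 17.9 kb from the TSS, 1722 bp wide with a fold enrichment of 3.20, had a -log10 q of 44.3 and was called in all 4 colon samples. A peak at 16.6 kb near Klf5 had a -log10 q of 19.0 in SI crypt and 14.1 in SI villus.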

In the colon, the mRNAs for *Hif1a* and *Klf5* were downregulated by 1,25(OH)_2_D and their genes included VDR-binding sites bound by VDR. In addition, we found that our list of 1,25(OH)_2_D_3_-regulated genes included suppression of HIF1A (*e.g.*, *Ncoa1, Mknk2, Tcf3*) and KLF5 target genes. KLF5 has been reported to regulate intestinal epithelial cell proliferation (32), particularly in the context of colon cancer (33). HIF1A has been reported to accelerate inflammatory responses (34) and 1,25(OH)_2_D_3_ signaling has recently been proposed by others to inhibit colitis by inhibiting HIF1A activation in colonic epithelial cells (35).

Lee *et al*. (14) previously examined the impact of 1,25(OH)_2_D treatment (10 ng/g BW, 6 h) on small intestinal gene expression in CYP27B1 KO mice using RNA-seq. Our work confirms some of their findings. For example, of the 72 transcripts we identified as 1,25(OH)_2_D_3_-regulated in all three compartments at 10% FDR (Fig. S2), more than 50% were previously were reported by Lee *et al*. This includes the classic intestinal 1,25(OH)_2_D_3_ target genes (*S100 g, Cyp24, Trpv6, Atp2b1*), the manganese exporter *Slc30a10* that we (8) and others (14, 36) have previously studied, and other genes whose functions are unrelated to mineral metabolism, that is, *Ppard*, *Shroom1, Bach1, Dhcr24*. BACH1 is a transcription factor that represses heme oxygenase gene transcription, inhibits NFE2L2 oxidative stress pathways, and is involved in the response to intestinal injury (37). DHCR24 is a dehydrocholesterol reductase involved in cholesterol biosynthesis (38) that can also exert antiapoptotic effects as a reactive oxygen scavenger (39). SHROOM1 is a member of the Shroom family of actin-binding proteins which have been reported to regulate cellular architecture in multiple tissues, including intestine (40). PPAR δ is a nuclear receptor that controls energy metabolism and cell survival (41) and may enhance intestinal stem cell function (42). While these proteins have not been extensively studied in the intestine, the fact that their genes all have VDR-binding sites, and their intestinal regulation by 1,25(OH)_2_D_3_ has been independently verified, suggest they are important mediators of 1,25(OH)_2_D_3_ function in the intestine.

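Shroom1 (mm9 chromosome 11, 53270707 to 53281268) had a peak upstream of its TSS, at -6.72 kb in colon, with a -log10 q of 178 there, 117 in SI crypt and 87.3 in SI villus, called in all 12 samples. The nearest annotated TSS of that Shroom1 peak is that of Gm10447. Ppard (chromosome 17, 28369699 to 28438414) had a peak upstream of its TSS, at -2.25 kb in SI villus, with a -log10 q of 86.8 in colon, 204 in SI crypt and 337 in SI villus, and the intronic Ppard peak with the DR3 motif, 48.4 kb from the TSS, had 229.9, 449 and 593; each was called in 3 colon samples and in all SI crypt and SI villus samples. Bach1 (chromosome 16, 87699190 to 87733591) had its DR3-bearing peak upstream of the TSS, at -17.5 kb, with a -log10 q of 116 in colon, 207 in SI crypt and 169.9 in SI villus, and a Bach1 peak 42.2 kb downstream of the TSS in colon had 141, against 38.0 and 54.3 at the same place in SI crypt and SI villus.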

Our work extends the findings of Lee *et al*. (14) by demonstrating that a number of 1,25(OH)_2_D_3_-induced genes were specific to one intestinal compartment. One such gene is *Ptges* that encodes prostaglandin E synthase, the terminal enzyme of the cyclooxygenase-mediated prostaglandin E2 (PGE2) biosynthesis pathway. This gene was found to be induced by 1,25(OH)_2_D_3_ and bound by VDR only in the colon. 

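Beside its intronic peak of highest -log10 q, Ptges carried further intronic VDR-binding peaks in the pooled colon list. One at 30752672 to 30753152 (-log10 q of 33.3, fold enrichment 5.05) was called in 3 colon samples and in no SI sample, and belonged to the authors' deposited set of sites higher in colon than in SI villus. Another Ptges peak, at 30772686 to 30773233, had a -log10 q of 49.6 in colon, where 3 samples called it, and of 22.6 in SI villus, where 2 samples did; SI crypt had no peak there. Neither site overlapped an ATAC-seq peak of colon. Of 10 genes of the prostaglandin pathway, 6 were linked to a VDR-binding peak within 10 kb in colon, 1 in SI crypt and 4 in SI villus, and the list passed the test in no compartment. Ptges counts here as linked in colon only, by its most upstream TSS. From the 5′ ends of other annotated transcripts, its intronic peak of SI crypt and SI villus also lies within 10 kb.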

PGE2 is a bioactive lipid with diverse physiological roles including regulation of inflammatory responses (43). Although PGE2 has been reported to modulate gastrointestinal inflammatory responses, it has also been reported to have an important role in gut homeostasis by enhancing barrier function (44). A role for 1,25(OH)_2_D_3_ in protection against barrier dysfunction to inhibit colitis through regulation of proteins involved in cell-cell adhesion has previously been suggested (45, 46). Induction of *Ptges* by 1,25(OH)_2_D_3_ may be another mechanism whereby 1,25(OH)_2_D_3_ protects mucosal barrier function in the colon.

Among the genes selectively induced by 1,25(OH)_2_D_3_ in the SI but not in the colon are genes encoding drug metabolizing enzymes. Although it was previously suggested that the liver is the major site of xenobiotic metabolism, recent reports show that the intestine also has a major role in xenobiotic detoxification (47, 48). The drug metabolizing enzymes include phase I enzymes involved in enzymatic oxidation (*e.g.* cytochrome P450s) and phase II enzymes that catalyze conjugation reactions (*e.g.*, GST enzymes) (49). Phase I enzymes of the CYP1, 2, and 3 families contribute to the metabolism of the majority of xenobiotics (49). Among the CYPs, CYP3A4 contributes to the clearance of the greatest number of therapeutic agents and is also involved in 1,25(OH)_2_D_3_ catabolism (50, 51). Previous studies in humans and rats reported that 1,25(OH)_2_D_3_ regulates the expression of biotransformation enzyme genes in the intestine including *Cyp3a4*, UDP-glucuronosyltransferase, and GST Pi 1/2 class (52, 53). In our mouse study, we found SI-specific, 1,25(OH)_2_D_3_ induction of *Cyp3a11* (the mouse homolog of human *CYP3A4*), *Cyp2b10* (the human homolog is *CYP2B6*), *Gstm1,* and *Gstm3* mRNAs. Genes involved in xenobiotic metabolism are also induced by the xenobiotic-activated nuclear receptors PXR (pregnane X receptor) and Car (constitutive androstane receptor) (49). Similar to our study, the CAR ligand TCPOBOP induced *Cyp3a11*, *Cyp2b10,* and *Gmst1* and 3 mRNAs in mouse SI but not in colon, which has very low *Car* expression levels (54). In human intestine, expression of metabolizing enzyme genes like *Cyp2b6* and *Cyp3a4* was significantly higher in the SI than colonic tissue and was correlated to expression of PXR and CAR (48). The high induction of these genes in the SI may be a reflection that this is the site for most drug absorption (48). Regardless, additional studies are needed to determine whether segment-specific utilization of coregulatory factors contributes to this segment-specific regulation of xenobiotic metabolism by CAR, PXR, and VDR. In addition, future studies will be needed to determine if 1,25(OH)_2_D_3_ signaling can enhance intestinal drug or xenobiotic metabolism.

In addition to regulating genes for intestinal Ca absorption, 1,25(OH)_2_D_3_ treatment also regulated 45 solute transporter genes. This includes genes encoding transporters for various amino acids (*e.g.*, neutral amino acids, *Slc1a4, Slc43a2*), ion transporters (*e.g.*, K-Cl cotransporters, *Slc12a6, Slc12a7*), and organic molecules (*e.g.*, monocarboxylic acid, *Slc16a9, Slc16a13*). 

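Besides its intronic enhancer, Slc37a2 had VDR-binding peaks at its promoter: in SI crypt one 0.380 kb downstream of the TSS (-log10 q of 6.86) and in SI villus one 0.499 kb downstream of it (12.4), each over an ATAC-seq peak called in 3 samples of its compartment, and in colon one at -0.083 kb (12.7). No single SI villus sample called the promoter peak, and 1 sample each of SI crypt and colon did. Among 11 solute carriers that the paper names, 8 were linked to a VDR-binding peak within 10 kb in colon, 6 in SI crypt and 7 in SI villus (two-sided Fisher's exact test, adjusted p = 0.0169, 0.0393 and 0.0328). The study names these carriers from the response of RNA in other mice, which were vitamin D-deficient, and some also for their VDR-binding sites in these samples, so the list is not independent evidence. Against genes with an ATAC-seq peak within 2 kb of the TSS the list did not pass (Fisher's exact test, adjusted p = 0.653 in colon and SI crypt and 0.676 in SI villus).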

Similar to other reports (14), we also identified *Slc37a2* as strongly 1,25(OH)_2_D-induced in the SI and with VDR-binding sites associated with the gene. This is a glucose-phosphate transporter (55) whose expression in hematopoietic cells has been proposed as a biomarker for vitamin D status (56). However, the function of SC37A2 in the SI is unknown. 

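Slc39a8 lies on the plus strand of mm9 chromosome 3 from 135488243 to 135551536. A VDR-binding peak covered its TSS in all 3 pooled lists (135487853 to 135488484 in colon), with a -log10 q of 45.6 and a fold enrichment of 7.81 in colon, 13.7 and 6.32 in SI crypt, and 11.9 and 5.81 in SI villus. It was called in 4 colon samples, 2 SI crypt samples and 1 SI villus sample and overlapped a pooled ATAC-seq peak in each compartment. The zinc transporter genes Slc39a4 and Slc30a5 were linked to a VDR-binding peak within 10 kb in all 3 compartments, and the zinc exporter gene Slc30a1 in colon and SI crypt. A peak lay 0.151 kb from the Slc30a1 TSS in colon, 0.211 kb in SI crypt and 0.559 kb in SI villus. That of SI villus was nearer to the TSS of another gene.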

Eight different zinc transporters were identified as 1,25(OH)_2_D_3_-regulated, including *Slc39a8* (encoding ZIP8) which was induced in all three segments and has VDR-binding sites in its gene. While gene variants of the human *SLC39A8* gene have been associated with Crohn’s Disease (57) its function in intestinal epithelial cells is not clear and requires additional study. We also identified three zinc transporters involved in intestinal zinc absorption as 1,25(OH)_2_D_3_-regulated; *Slc39a4* (encoding ZIP4) and *Slc30a5* (encoding ZNT5B), that mediate zinc uptake into cells, and *Scl30a1* (encoding ZNT1) that mediates zinc export at the basolateral membrane of enterocytes (58). These transporters are known to be regulated by zinc status (58, 59) and they were on the list of 1,25(OH)_2_D_3_-regulated genes in the intestinal RNA-seq study conducted by Lee *et al*. (14). We previously reported that 1,25(OH)_2_D_3_ treatment induces transcellular zinc transport across the human intestinal cell line, Caco-2 (60) but the mechanism for this effect was not determined. Further studies are needed to determine whether 1,25(OH)_2_D_3_ regulation of the *Slc39a4, Slc30a5, or Scl30a1* genes is important for intestinal zinc absorption.

The small intestinal crypt is an interesting compartment for 1,25(OH)_2_D_3_ action because it contains stem cells, proliferating daughter cells, and nonproliferating but undifferentiated cells. Expression of VDR and 1,25(OH)_2_D_3_ regulation of target genes in undifferentiated cells typically seen in crypts has been noted using human duodenal enteroids and human colon organoids (8, 61). 

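Msi1 lies on the plus strand of mm9 chromosome 5 from 115879608 to 115905707. A VDR-binding peak 0.957 kb downstream of its TSS (115880337 to 115880793 in SI crypt) had a -log10 q of 61.7 and a fold enrichment of 11.5 in SI crypt, 30.6 and 9.35 in colon, and 26.9 and 8.13 in SI villus. It was called in 2 of the 4 samples of each compartment and overlapped no ATAC-seq peak in any of them.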

Here, we found that crypt *Msi1* mRNA was induced by 1,25(OH)_2_D_3_, and DNA near the gene was bound by VDR. The *Msi1* gene encodes the RNA-binding protein Musushi1, a protein marker of intestinal stem cells and early intestinal cells lineages that is important in crypt regeneration (62). As such, this suggests a role for 1,25(OH)_2_D_3_ in intestinal stem cell renewal and the response to intestinal injury. Consistent with our observation in mice, RNA-seq analysis has shown that *MSI1* is also induced by 1,25(OH)_2_D_3_ in patient-derived colon stem cells (61). Other research showed that Lgr5+ stem cell–specific inactivation of VDR in mouse disrupted Lgr5+ stem cell function in mice (13). These findings suggest that 1,25(OH)_2_D_3_ has an important regulatory role not only in mature enterocytes but also in intestinal stem cells.

The strength of this study is that it is the most comprehensive examination of 1,25(OH)_2_D_3_-mediated intestinal gene regulation to date. The novelty of this study is that it is the first to define how 1,25(OH)_2_D_3_ action is influenced across critical functional axes within the intestine (*i.e.*, proximal/distal, SI crypt/villus). As a result, in addition to confirming many 1,25(OH)_2_D_3_-regulated target genes from earlier reports (14), our findings significantly expand our understanding of potential mechanisms by which 1,25(OH)_2_D_3_ alters the biology of various intestinal compartments. Still, we recognize this study has some limitations. First, we did not evaluate 1,25(OH)_2_D_3_ action on specific enterocyte lineages (*e.g.*, absorptive epithelial cells *versus* secretory cells like goblet cells, Paneth cells, and enteroendocrine cells) nor did we examine any potential age–related effects on intestinal 1,25(OH)_2_D_3_ action that might reflect age-associated intestinal resistance to the hormone (63, 64). Additionally, we used only one time for tissue harvest so we may have missed compartment-specific or gene-specific differences in 1,25(OH)_2_D_3_ responsiveness, for example, similar to the induction of *S100 g* (calbindin D_9k_) by 1,25(OH)_2_D_3_ that others reported was present in small intestinal villus but not in crypts (11). There is also a possibility that different cell extraction procedures required to isolate crypt epithelium *versus* duodenal epithelial compartments could lead to differences in measuring VDR binding between compartments—such potential differences should be considered when interpreting the data. Finally, additional studies are needed to validate the hypotheses we generated for new 1,25(OH)_2_D_3_ target genes and to test whether VDR-dependent recruitment of chromatin remodelers influences compartment-specific differences in chromatin accessibility and gene expression.

In summary, this study has expanded our understanding of how 1,25(OH)_2_D_3_ genomic action in different regions of the intestine may account for the compartment-specific, multiple regulatory actions of 1,25(OH)_2_D_3_ in the intestine. Further studies related to compartment-specific physiological functions of 1,25(OH)_2_D_3_, as well as a more comprehensive understanding of transcription factor networks involved in VDR mediated transcription, will provide new avenues of investigation related to the actions of 1,25(OH)_2_D_3_ in the regulation of intestinal physiology.

## Experimental procedures

### Mice and experimental design

All experiments were approved by the Animal Care and Use Committee at Rutgers University and at Rutgers, New Jersey Medical School. Mice were exposed to a 12h-light, 12h-dark cycle while food and water were given ad libitum.

#### RNA-seq experiment

C57BL/6J mice were obtained from The Jackson Laboratory. To maximize the transcriptional response to 1,25(OH)_2_ D, female mice were fed a vitamin D–deficient diet (Teklad, TD 89123, 0.4% Ca, 0.3% P, Envigo) for 2 to 3 weeks prior to mating, during pregnancy, and during lactation, and pups from the vitamin D–deficient dams were fed the vitamin D–deficient diet until 12 weeks of age. At the end of the experiment, mice (n=6–8 per group, balanced for sex) were injected ip with either 1,25(OH)_2_D_3_ (10 ng/g BW; Caymon Chemical Company) or vehicle (9:1 mix of propylene glycol:ethanol) and killed 4 h later. The time, dose of 1,25(OH)_2_D_3_, and use of vitamin D–deficient pups were chosen to maximize responsiveness of, and ability to detect, 1,25(OH)_2_D_3_-regulated transcripts. Ten to fifteen centimeter of the proximal SI was used to isolate crypts and villi while the entire colon was used for a mucosal scraping (specific sample preparation provided below).

#### VDR ChIP-Seq experiment

C57BL/6J mice were obtained from either the Jackson Laboratory or from breeding colonies maintained at Rutgers University. Mice were fed a standard rodent chow diet (Rodent Laboratory Chow 5001, Ralston Purina Co). At 10 to 12 weeks old, mice (n = 4 per treatment, balanced for sex) were treated ip with 1,25(OH)_2_D_3_ (10 ng/g body weight) and killed 1 h later. The dose and timing of 1,25(OH)_2_D_3_ treatment was chosen based on pilot ChIP-PCR studies that showed this treatment protocol enhanced VDR-binding peaks previously reported within enhancers of the *Cyp24a1* and *Trpv6* genes. Ten to fifteen centimeter of the proximal SI was used to isolate crypts and villi while the entire colon was used for a mucosal scraping (specific sample preparation provided below).

#### ATAC-seq experiment

C57BL/6J mice were obtained from either the Jackson Laboratory. Mice were fed a standard rodent chow diet (Rodent Laboratory Chow 5001, Ralston Purina Co) and small intestinal villus, small intestinal crypts, or colon was harvested at 12 weeks of age. We chose to use a normal chow diet and adult mice to capture the basal, physiologically relevant open chromatin regions in the mouse intestine. SI epithelium was separated into villus and crypt fractions, while the whole, unfractionated epithelium was used from colon (n = 3 per intestinal compartment).

### Crypt and villi isolation

The isolation of small intestinal crypts is a routine procedure in the area of intestinal biology (See Fig. S1 for typical results of an isolation). Preparations were isolated as we have described previously (65). For ChIP-seq, after isolation, the crypts and villi were incubated in 1.5% formaldehyde (Sigma-Aldrich, Cat. No. F8775-25 Ml), GibcoTM Advanced DMEM/F-12 (ThermoFisher Scientific, Cat. No. 12634010), and 1XPBS in rotator for 15 min at 4 °C and 40 min at 25 °C. After fixation, the samples were washed twice with 1XPBS for 3 min at 4 °C, then centrifuged at 200 rcf for 3 min at 4 °C and at 300 rcf for 30 s at 4 °C in order to remove any residual PBS. The samples were frozen on dry ice for 5 min before storage in the −80 °C freezer. For ATAC-seq, samples were prepared as we have previously described (66). For RNA-seq, Trizol was quickly added and the villus or crypt pellet (20–50 μl pellet per sample) was dispersed by pipetting, the samples were flash frozen in liquid nitrogen, and the samples were stored at −80 ^°^C.

### Colon whole epithelium isolation

The colon was harvested from the same group of C57BL/6J mice as the crypts and villi isolation at the same time. The entire colon from the terminal cecum to rectum were used for colon samples. After flushing with cold 1XPBS, the colon was opened longitudinally and the epithelial mucosa was removed by scraping until the colon became transparent. For ChIP-seq, the colon epithelial scraping was washed with 1XPBS twice and incubated in 1.5% formaldehyde solution in a rotator for 15 min at 4 °C and 40 min at 25 °C. After fixation, the sample was washed twice with 1XPBS for 3 min at 4 °C and spun down at 300 rcf for 30 s at 4 °C in order to remove any residual PBS. Finally, the samples were frozen on dry ice for 5 min before storage in the −80 °C freezer. For ATAC-seq, samples were prepared as we have previously described (66). For RNA-seq, Trizol was quickly added and the villus or crypt pellet was dispersed by pipetting, the samples were flash frozen in liquid nitrogen, and the samples were stored at −80 ^°^C.

### ChIP sample analysis

Three hundred microgram total cell pellets were used per ChIP replicate. The villi, crypts, and colon whole epithelium pellets were thawed on ice and mixed with 3 to 4 times the volume of the lysis buffer (1% SDS, 2% 0.5 M EDTA pH 8.0, 5% 1M Tris pH 8.0, and 10% 100X Mammalian ProteaseArrest protease cocktail (G-Biosciences, Cat. No. 786-433)) dissolved in MilliQ water). Lysates were incubated at RT for 10 min, aliquoted at volumes between 300 to 400 μl, and sonicated in cold ultrasonication water bath for intervals of 10 min. After sonication, 5 μl of the lysate was mixed with 100 μl of the reverse cross-linking buffer (10% 1M NaHCO3, 1% SDS, and MilliQ water) and incubated either overnight in 65 °C or for 15 min at 95 °C to reverse crosslinking. The DNA was purified from the lysate using QIAquick PCR Purification Kit (50) (Qiagen, Cat. No. 28104) and run on a 2% agarose gel to ensure chromatin size was between 200 to 500 bp. The sonicated lysate was centrifuged (15,000 rpm, 10 min, 8 °C), and five μl of the resulting supernatant was used as input. For immunoprecipitation, mixture of 15 μl of InvitrogenTM DynabeadsTM Protein A (ThermoFisher Scientific, Cat. No. 10008D) and 15 μl of InvitrogenTM DynabeadsTM Protein G (ThermoFisher Scientific, Cat. No. 10009D) were blocked in 1 ml of blocking buffer (10% 10X BSA, 10% 10X PBS, and MilliQ water) in rotator for an hour at 4 °C. Two anti-VDR antibodies from Santa Cruz Biotechnology were used for immunoprecipitation (D-6, Cat. No. sc-13133; C-20, Cat. No. sc-1008). ChIP samples were incubated with four μg of D-6 and two μg of C-20 or two μg of D-6 and four μg of C-20. Sonicated lysate and the supernatant dilution buffer (1% of 100X ProteaseArrestTM for Mammalian [100X], 2% 1M Tris pH 8, 3% 5M NaCl, 0.4% 0.5 M EDTA, 5% of 20% Triton X, and MilliQ water) were mixed together at a ratio that would give a concentration of 0.22 to 0.24% SDS. Immunoprecipitation was performed overnight at 4 °C, washed with 1 ml of RIPA buffer (5% 1M Hepes pH 7.6, 0.2% 0.5 M EDTA, 7% of 10% Na deoxycholate, 10% of 10% NP40, 12.5% 4M LiCl, and MilliQ water) with rotation for five times of 5 min at 4 °C. The RIPA buffer was removed and the samples were washed with 1 ml of TE buffer (0.1 mM EDTA, 10 mM Tris). The samples were then mixed with 100 μl of reverse cross-linking buffer and incubated for 6 h to overnight at 65 °C. The DNA was purified using QIAquick PCR Purification Kit and quantified using InvitrogenTM Quant-iTTM PicoGreenTM dsDNA Reagent (ThermoFisher Scientific, Cat. No. P7581) standards. ChIP DNA was used to prepare ChIP-seq libraries using the Takara Bio USA ThruPLEX DNA-seq Kit (R400427/R400428/R40048), and fragment size was selected using Pippin Prep and sequenced on an Illumina NextSeq system (2 x 75-bp reads; paired end; ∼14–18 M reads per sample).

### ChIP-seq data analysis

Sequencing adapters were removed from the read FASTQ files using NGmerge^26^. Each adapter-trimmed read FASTQ file generated by NGMerge was assessed using FastQC^22^. Each corresponding pair of forward and reverse adapter-trimmed read FASTQ files was aligned to the mm9 mouse genome assembly using Bowtie2^23^. Each alignment SAM file generated by Bowtie2 was converted to an alignment BAM file using the SAMtools^27^ suite. A composite alignment BAM file was constructed for each tissue by merging alignment BAM files from samples of the same compartment using the merge utility in the SAMtools^27^ suite. An alignment track file was generated from each alignment BAM file (both single-replicate and composite alignment BAM files) using the bamCoverage (deepTools^24^). Peak VDR-binding regions were identified in each alignment BAM file using the callpeak utility in MACS^28^. The resulting peak set files were filtered against the ENCODE blacklist for the mm9 genome assembly^29^. Pairwise comparisons using DiffBind^19^ (which includes sample normalization) were conducted to identify peaks exhibiting differential VDR-binding affinities between the intestinal compartments. Each set of differentially bound peaks was filtered to only include peaks, which were assigned a confidence value less than 0.001 by DiffBind. Each set of differentially bound peaks was exported to a BED file. A representative sample peak set BED file was generated from each cell type’s composite peak set BED file by randomly selecting 20% of the peaks in each composite peak set for use in HOMER motif calling analysis to save computational time. Several iterations of subsampling were compared and found to not majorly impact the results.

Raw and processed data files have been deposited into GEO as entry GSE161038. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161038, token= **klufacscdfurnyv**).

### RNA-seq sample analysis

Samples in Trizol were thawed on ice and RNA was isolated using the RNeasy Plus Universal Kit with RiboZol RNA extraction reagent (Amresco), according to manufacturer’s instructions. All nucleic acid extracts were treated with gDNA Eliminator Solution for 15 s at 37 °C in order to remove contaminating chromosomal DNA. The resulting RNA was analyzed for quantity and quality with a NanoDrop spectrophotometer ND-1000 (Isogen Life Science) *via* an Agilent 2100 bioanalyzer. Only samples with RIN scores > 6.5 were used for analysis. RNA-seq was performed by BGISEQ-500 sequencing to generate 20,000 paired-end, 100 bp reads (BGI).

### RNA-seq data analysis

Kallisto (v0.45.0)^31^ was utilized to quantify the transcript abundances of the RNA-Seq samples with a RefSeq mm9 transcriptome build index. The tximport (v1.8.0)^32^ package was run in R (version 3.6.2) to create gene-level count matrices for use with DESeq2 (v1.2.0)^33^ by importing quantification data obtained from Kallisto. DESeq2 was then used to generate FPKM values per kilobase of gene length per million mapped fragments in each tissue sample with comparison of vitamin D–deficient replicates with 3 x D treated replicates. Two kinds of data were outputted from DESeq2: (1) a results table for reporting mean of normalized counts for all samples and through comparison of the treated condition *versus* untreated condition, log2 fold change, standard error, Wald statistic, Wald test *p*-value, and Benjamini-Hochberg adjusted *p*-value and (2) an FPKM table output of fragment counts normalized per kilobase of feature length per million mapped fragments.

Raw and processed data files have been deposited into GEO as entry GSE133949. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133949, token=**kvaduyksbvindeb**).

### ATAC-seq sample and data analysis

The samples were prepared and analyzed as we have previously described (66). The ATAC-seq data are available in GEO as entry GSE134579.

### Secondary bioinformatic analyses

Enriched motifs were identified within VDR ChIP-seq peaks using HOMER findMotifsGenome.pl^25^. Genes associated with enriched peaks were identified by using GREAT^39^, run using the “single nearest gene” method within 10 kb parameter. Enriched gene sets produced by GREAT analysis was examined using GSEA^40^ (v2.2.1) and compared with gene expression data obtained from an RNA-seq assay of various intestinal regions in juvenile and adult mice.

Functional analysis of differentially expressed gene lists was conducted with the MetaCore analysis tool (Clarivate). Gene lists from the various compartments with 1,25(OH)_2_D_3_-mediated differential expression at 10% FDR were used for analysis so that subanalyses for upregulated or downregulated transcripts would contain > 200 differentially expressed genes. Analyses were conducted for pathway, GO processes, and protein class enrichment as well as transcription factor interactome analysis using a 5% FDR cut-off for significance. A list of all genes determined to be “present” in the intestinal compartments was used as the background gene set for analyses. The top 50 pathways or processes from each analysis were downloaded and lists for the three compartments were integrated for interpretation.

## Data availability

Raw and processed data files for the genomics experiments have been deposited into GEO as GSE133949 (RNA-seq), GSE161038 (VDR ChiP-Seq), and GSE134579 (ATAC-seq). In addition, summarized lists of differentially expressed genes and tables of the functional analysis the genomics data are presented in the supplementary materials as tables.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Christakos S. (2021). Vitamin D: a critical regulator of intestinal physiology. JBMR Plus.

[2] Pike J.W., Christakos S. (2017). Biology and mechanisms of action of the vitamin D hormone. Endocrinol. Metab. Clin. North Am..

[3] Lee S.M., Bishop K.A., Goellner J.J., O'Brien C.A., Pike J.W. (2014). Mouse and human BAC transgenes recapitulate tissue-specific expression of the vitamin D receptor in mice and rescue the VDR-null phenotype. Endocrinology.

[4] Cartwright J.A., Gow A.G., Milne E., Drummond D., Smith S., Handel I. (2018). Vitamin D receptor expression in dogs. J. Vet. Intern. Med..

[5] Van Cromphaut S.J., Dewerchin M., Hoenderop J.G., Stockmans I., Van Herck E., Kato S. (2001). Duodenal calcium absorption in vitamin D receptor-knockout mice: Functional and molecular aspects. Proc. Natl. Acad. Sci. U. S. A..

[6] Xue Y.B., Fleet J.C. (2009). Intestinal vitamin D receptor is required for normal calcium and bone metabolism in mice. Gastroenterology.

[7] Dhawan P., Veldurthy V., Yehia G., Hsaio C., Porta A., Kim K.I. (2017). Transgenic expression of the vitamin D receptor restricted to the ileum, cecum, and colon of vitamin D receptor knockout mice rescues vitamin D receptor-dependent rickets. Endocrinology.

[8] Li S., De La Cruz J., Hutchens S., Mukhopadhyay S., Criss Z.K., Aita R. (2020). Analysis of 1,25-dihydroxyvitamin D3 genomic action reveals calcium-regulating and calcium-independent effects in mouse intestine and human enteroids. Mol. Cell Biol..

[9] Jiang H., Horst R.L., Koszewski N.J., Goff J.P., Christakos S., Fleet J.C. (2020). Targeting 1,25(OH)2D-mediated calcium absorption machinery in proximal colon with calcitriol glycosides and glucuronides. J. Steroid Biochem. Mol. Biol..

[10] Walters J.R., Weiser M.M. (1987). Calcium transport by rat duodenal villus and crypt basolateral membranes. Am. J. Physiol..

[11] Wu J.C., Smith M.W., Lawson D.E. (1992). Time dependency of 1,25(OH)2D3 induction of calbindin mRNA and calbindin expression in chick enterocytes during their differentiation along the crypt-villus axis. Differentiation.

[12] DeLuca H.F., Franceschi R.T., Halloran B.P., Massaro E.R. (1982). Molecular events involved in 1,25-dihydroxyvitamin D3 stimulation of intestinal calcium transport. Fed. Proc..

[13] Peregrina K., Houston M., Daroqui C., Dhima E., Sellers R.S., Augenlicht L.H. (2015). Vitamin D is a determinant of mouse intestinal Lgr5 stem cell functions. Carcinogenesis.

[14] Lee S.M., Riley E.M., Meyer M.B., Benkusky N.A., Plum L.A., DeLuca H.F. (2015). 1,25-Dihydroxyvitamin D3 controls a cohort of vitamin D receptor target genes in the proximal intestine that is enriched for calcium-regulating components. J. Biol. Chem..

[15] Zhou Q., Liu M., Xia X., Gong T., Feng J., Liu W. (2017). A mouse tissue transcription factor atlas. Nat. Commun..

[16] Fleet J.C. (2017). The role of vitamin D in the endocrinology controlling calcium homeostasis. Mol. Cell Endocrinol..

[17] Fujita H., Sugimoto K., Inatomi S., Maeda T., Osanai M., Uchiyama Y. (2008). Tight junction proteins claudin-2 and -12 are critical for vitamin D-dependent Ca2+ absorption between enterocytes. Mol. Biol. Cell.

[18] Kong J., Zhang Z., Musch M.W., Ning G., Sun J., Hart J. (2008). Novel role of the vitamin D receptor in maintaining the integrity of the intestinal mucosal barrier. Am. J. Physiol. Gastrointest Liver Physiol..

[19] Wang F., Johnson R.L., DeSmet M.L., Snyder P.W., Fairfax K.C., Fleet J.C. (2017). Vitamin D receptor-dependent signaling protects mice from dextran sulfate sodium-induced colitis. Endocrinology.

[20] Ferrer-Mayorga G., Larriba M.J., Crespo P., Munoz A. (2019). Mechanisms of action of vitamin D in colon cancer. J. Steroid Biochem. Mol. Biol..

[21] Song Y., Peng X., Porta A., Takanaga H., Peng J.B., Hediger M.A. (2003). Calcium transporter 1 and epithelial calcium channel messenger ribonucleic acid are differentially regulated by 1,25 dihydroxyvitamin D3 in the intestine and kidney of mice. Endocrinology.

[22] Colston K.W., Mackay A.G., Finlayson C., Wu J.C., Maxwell J.D. (1994). Localisation of vitamin D receptor in normal human duodenum and in patients with coeliac disease. Gut.

[23] Reynolds C.J., Koszewski N.J., Horst R.L., Beitz D.C., Goff J.P. (2019). Localization of the 1,25-dihydroxyvitamin d-mediated response in the intestines of mice. J. Steroid Biochem. Mol. Biol..

[24] Wood R.J., Tchack L., Angelo G., Pratt R.E., Sonna L.A. (2004). DNA microarray analysis of vitamin D-induced gene expression in a human colon carcinoma cell line. Physiol. Genomics..

[25] Costales-Carrera A., Fernandez-Barral A., Bustamante-Madrid P., Dominguez O., Guerra-Pastrian L., Cantero R. (2020). Comparative study of organoids from patient-derived normal and tumor colon and rectal tissue. Cancers (Basel).

[26] Vierstra J., Rynes E., Sandstrom R., Zhang M., Canfield T., Hansen R.S. (2014). Mouse regulatory DNA landscapes reveal global principles of cis-regulatory evolution. Science.

[27] Dwivedi P.P., Omdahl J.L., Kola I., Hume D.K., May B.K. (2000). Regulation of rat cytochrome P450C24 (CYP24) gene expression - evidence for functional cooperation of Ras-activated Ets transcription factors with the vitamin D receptor in 1,25-dihydroxyvitamin D-3-mediated induction. J. Biol. Chem..

[28] Wang Q., Zhou Y., Weiss H.L., Chow C.W., Evers B.M. (2011). NFATc1 regulation of TRAIL expression in human intestinal cells. PLoS One.

[29] Beuling E., Baffour-Awuah N.Y., Stapleton K.A., Aronson B.E., Noah T.K., Shroyer N.F. (2011). GATA factors regulate proliferation, differentiation, and gene expression in small intestine of mature mice. Gastroenterology.

[30] San Roman A.K., Aronson B.E., Krasinski S.D., Shivdasani R.A., Verzi M.P. (2015). Transcription factors GATA4 and HNF4A control distinct aspects of intestinal homeostasis in conjunction with transcription factor CDX2. J. Biol. Chem..

[31] Yamada S., Kojima H., Fujimiya M., Nakamura T., Kashiwagi A., Kikkawa R. (2001). Differentiation of immature enterocytes into enteroendocrine cells by Pdx1 overexpression. Am. J. Physiol. Gastrointest.Liver Physiol..

[32] Nandan M.O., Ghaleb A.M., Bialkowska A.B., Yang V.W. (2015). Kruppel-like factor 5 is essential for proliferation and survival of mouse intestinal epithelial stem cells. Stem Cell Res..

[33] McConnell B.B., Klapproth J.M., Sasaki M., Nandan M.O., Yang V.W. (2008). Kruppel-like factor 5 mediates transmissible murine colonic hyperplasia caused by Citrobacter rodentium infection. Gastroenterology.

[34] Corcoran S.E., O'Neill L.A. (2016). HIF1alpha and metabolic reprogramming in inflammation. J. Clin. Invest..

[35] Xue G., Gao R., Liu Z., Xu N., Cao Y., Zhao B. (2021). Vitamin D/VDR signaling inhibits colitis by suppressing HIF-1alpha activation in colonic epithelial cells. Am. J. Physiol. Gastrointest. Liver Physiol..

[36] Claro da Silva T., Hiller C., Gai Z., Kullak-Ublick G.A. (2016). Vitamin D3 transactivates the zinc and manganese transporter SLC30A10 *via* the Vitamin D receptor. J. Steroid Biochem. Mol. Biol..

[37] Harusato A., Naito Y., Takagi T., Yamada S., Mizushima K., Hirai Y. (2009). Inhibition of Bach1 ameliorates indomethacin-induced intestinal injury in mice. J. Physiol. Pharmacol..

[38] Luu W., Hart-Smith G., Sharpe L.J., Brown A.J. (2015). The terminal enzymes of cholesterol synthesis, DHCR24 and DHCR7, interact physically and functionally. J. Lipid Res..

[39] Lu X., Li Y., Liu J., Cao X., Wang X., Wang D. (2012). The membrane topological analysis of 3beta-hydroxysteroid-Delta24 reductase (DHCR24) on endoplasmic reticulum. J. Mol. Endocrinol..

[40] Dye D.E., Karlen S., Rohrbach B., Staub O., Braathen L.R., Eidne K.A. (2009). hShroom1 links a membrane bound protein to the actin cytoskeleton. Cell Mol. Life Sci..

[41] Giordano Attianese G.M., Desvergne B. (2015). Integrative and systemic approaches for evaluating PPARbeta/delta (PPARD) function. Nucl. Recept Signal..

[42] Beyaz S., Mana M.D., Yilmaz O.H. (2021). High-fat diet activates a PPAR-delta program to enhance intestinal stem cell function. Cell Stem Cell.

[43] Kalinski P. (2012). Regulation of immune responses by prostaglandin E2. J. Immunol..

[44] Morteau O. (2000). Prostaglandins and inflammation: the cyclooxygenase controversy. Arch. Immunol. Ther. Exp. (Warsz).

[45] Zhao H., Zhang H., Wu H., Li H., Liu L., Guo J. (2012). Protective role of 1,25(OH)2 vitamin D3 in the mucosal injury and epithelial barrier disruption in DSS-induced acute colitis in mice. BMC Gastroenterol..

[46] Chatterjee I., Zhang Y., Zhang J., Lu R., Xia Y., Sun J. (2021). Overexpression of vitamin D receptor in intestinal epithelia protects against colitis *via* upregulating tight junction protein claudin 15. J. Crohns Colitis.

[47] Lin J.H., Chiba M., Baillie T.A. (1999). Is the role of the small intestine in first-pass metabolism overemphasized?. Pharmacol. Rev..

[48] Fritz A., Busch D., Lapczuk J., Ostrowski M., Drozdzik M., Oswald S. (2019). Expression of clinically relevant drug-metabolizing enzymes along the human intestine and their correlation to drug transporters and nuclear receptors: an intra-subject analysis. Basic Clin. Pharmacol. Toxicol..

[49] Prakash C., Zuniga B., Song C.S., Jiang S., Cropper J., Park S. (2015). Nuclear receptors in drug metabolism, drug response and drug interactions. Nucl. Receptor Res..

[50] Guengerich F.P., McCarty K.D., Chapman J.G. (2021). Kinetics of cytochrome P450 3A4 inhibition by heterocyclic drugs defines a general sequential multistep binding process. J. Biol. Chem..

[51] Zhou C., Assem M., Tay J.C., Watkins P.B., Blumberg B., Schuetz E.G. (2006). Steroid and xenobiotic receptor and vitamin D receptor crosstalk mediates CYP24 expression and drug-induced osteomalacia. J. Clin. Invest..

[52] Kutuzova G.D., DeLuca H.F. (2006). 1,25-Dihydroxyvitamin D(3) regulates genes responsible for detoxification in intestine. Toxicol. Appl. Pharmacol..

[53] Wang Z., Lin Y.S., Zheng X.E., Senn T., Hashizume T., Scian M. (2012). An inducible cytochrome P450 3A4-dependent vitamin D catabolic pathway. Mol. Pharmacol..

[54] Park S., Cheng S.L., Cui J.Y. (2016). Characterizing drug-metabolizing enzymes and transporters that are bona fide CAR-target genes in mouse intestine. Acta Pharm. Sin B.

[55] Pan C.J., Chen S.Y., Jun H.S., Lin S.R., Mansfield B.C., Chou J.Y. (2011). SLC37A1 and SLC37A2 are phosphate-linked, glucose-6-phosphate antiporters. PLoS One.

[56] Wilfinger J., Seuter S., Tuomainen T.P., Virtanen J.K., Voutilainen S., Nurmi T. (2014). Primary vitamin D receptor target genes as biomarkers for the vitamin D3 status in the hematopoietic system. J. Nutr. Biochem..

[57] Li D., Achkar J.P., Haritunians T., Jacobs J.P., Hui K.Y., D'Amato M. (2016). A pleiotropic missense variant in SLC39A8 is associated with crohn's disease and human gut microbiome composition. Gastroenterology.

[58] Ohashi W., Hara T., Takagishi T., Hase K., Fukada T. (2019). Maintenance of intestinal epithelial homeostasis by zinc transporters. Dig. Dis. Sci..

[59] Hennigar S.R., Olson C.I., Kelley A.M., McClung J.P. (2021). Slc39a4 in the small intestine predicts zinc absorption and utilization: a comprehensive analysis of zinc transporter expression in response to diets of varied zinc content in young mice. J. Nutr. Biochem..

[60] Fleet J.C., Turnbull A.J., Bourcier M., Wood R.J. (1993). Vitamin D-sensitive and quinacrine-sensitive zinc transport in human intestinal cell line Caco-2. Am. J. Physiol..

[61] Fernandez-Barral A., Costales-Carrera A., Buira S.P., Jung P., Ferrer-Mayorga G., Larriba M.J. (2020). Vitamin D differentially regulates colon stem cells in patient-derived normal and tumor organoids. FEBS J..

[62] Chatterji P., Rustgi A.K. (2018). RNA binding proteins in intestinal epithelial biology and colorectal cancer. Trends Mol. Med..

[63] Wood R.J., Fleet J.C., Cashman K., Bruns M.E., DeLuca H.F. (1998). Intestinal calcium absorption in the aged rat: evidence of intestinal resistance to 1,25(OH)2 vitamin D. Endocrinology.

[64] Pattanaungkul S., Riggs B.L., Yergey A.L., Vieira N.E., O'Fallon W.M., Khosla S. (2000). Relationship of intestinal calcium absorption to 1,25-dihydroxyvitamin D [1,25(OH)2D] levels in young *versus* elderly women: Evidence for age- related intestinal resistance to 1,25(OH)2D action. J. Clin. Endocrinol. Metab..

[65] Chen L., Toke N.H., Luo S., Vasoya R.P., Aita R., Parthasarathy A. (2019). HNF4 factors control chromatin accessibility and are redundantly required for maturation of the fetal intestine. Development.

[66] Fleet J.C., Aldea D., Chen L., Christakos S., Verzi M. (2022). Regulatory domains controlling high intestinal vitamin D receptor gene expression are conserved in mouse and human. J. Biol. Chem..

# Supplementary material for: Genomic analysis of 1,25-dihydroxyvitamin D3 action in mouse intestine reveals compartment and segment-specific gene regulatory effects
**Source:** J Biol Chem. 2022 Jun 30;298(8):102213. doi: 10.1016/j.jbc.2022.102213

**Supplemental Figure S1.** Representative mages demonstrating the purity of small intestinal villus and crypt preparations. Details of the isolation procedure are presented in the Methods Section. Pictures were taken with a 4x objective. Scale bar represents 200 μm.

1. Small Intestinal Villi (B) Small Intestinal Crypts

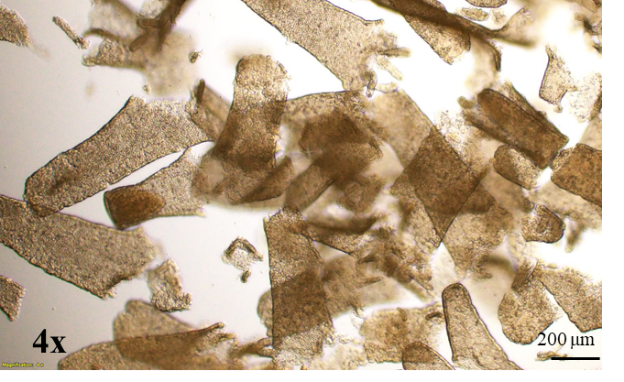

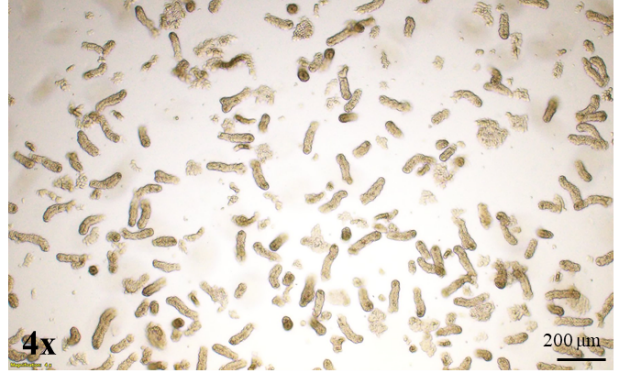

**Supplemental Figure S2.** Venn Diagram showing the vitamin D regulated genes across the three intestinal compartments (10% FDR)

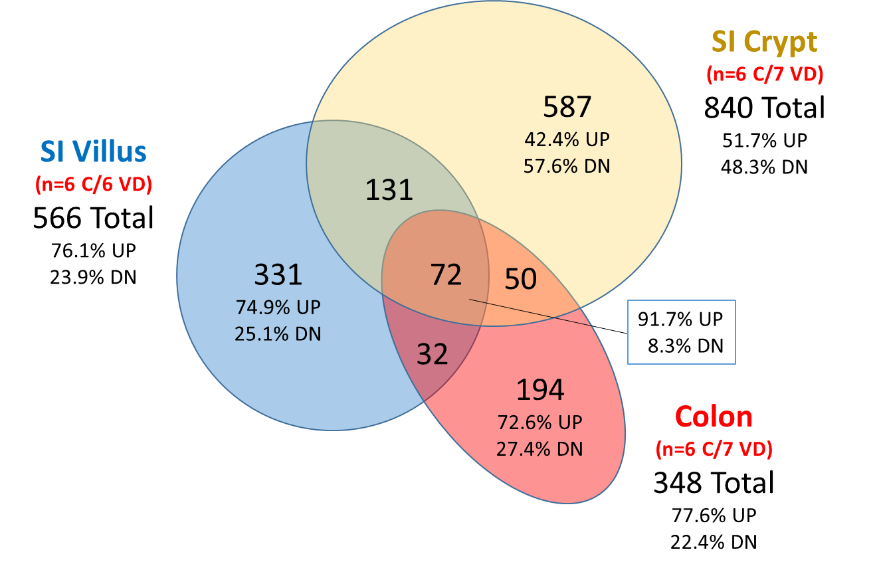

**Supplemental Figure S3.** Overlap between the vitamin D-regulated intestinal transcripts reported by Lee et al. (2016) J. Biol. Chem. 290:30573 and the 10% FDR list of vitamin D-regulated transcripts from the three intestinal compartments.

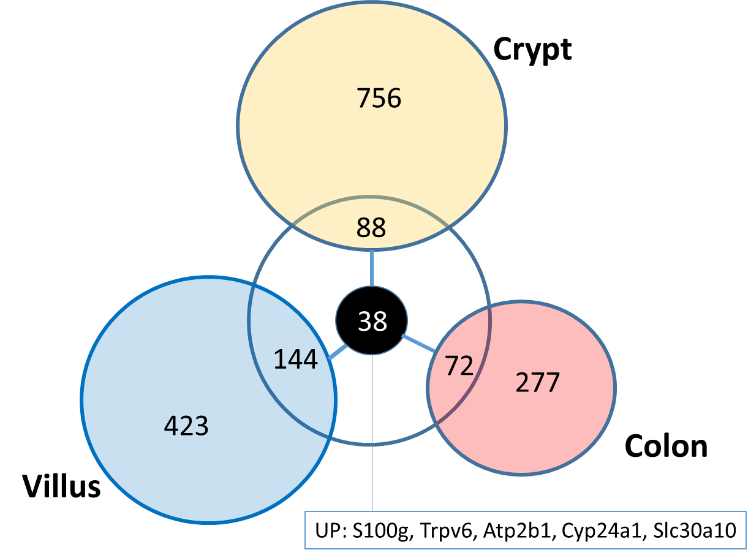

**Supplemental Figure S4.** VDR binding sites overlap with intestine, compartment ATAC-seq peaks demonstrating chromatin accessibility.

**
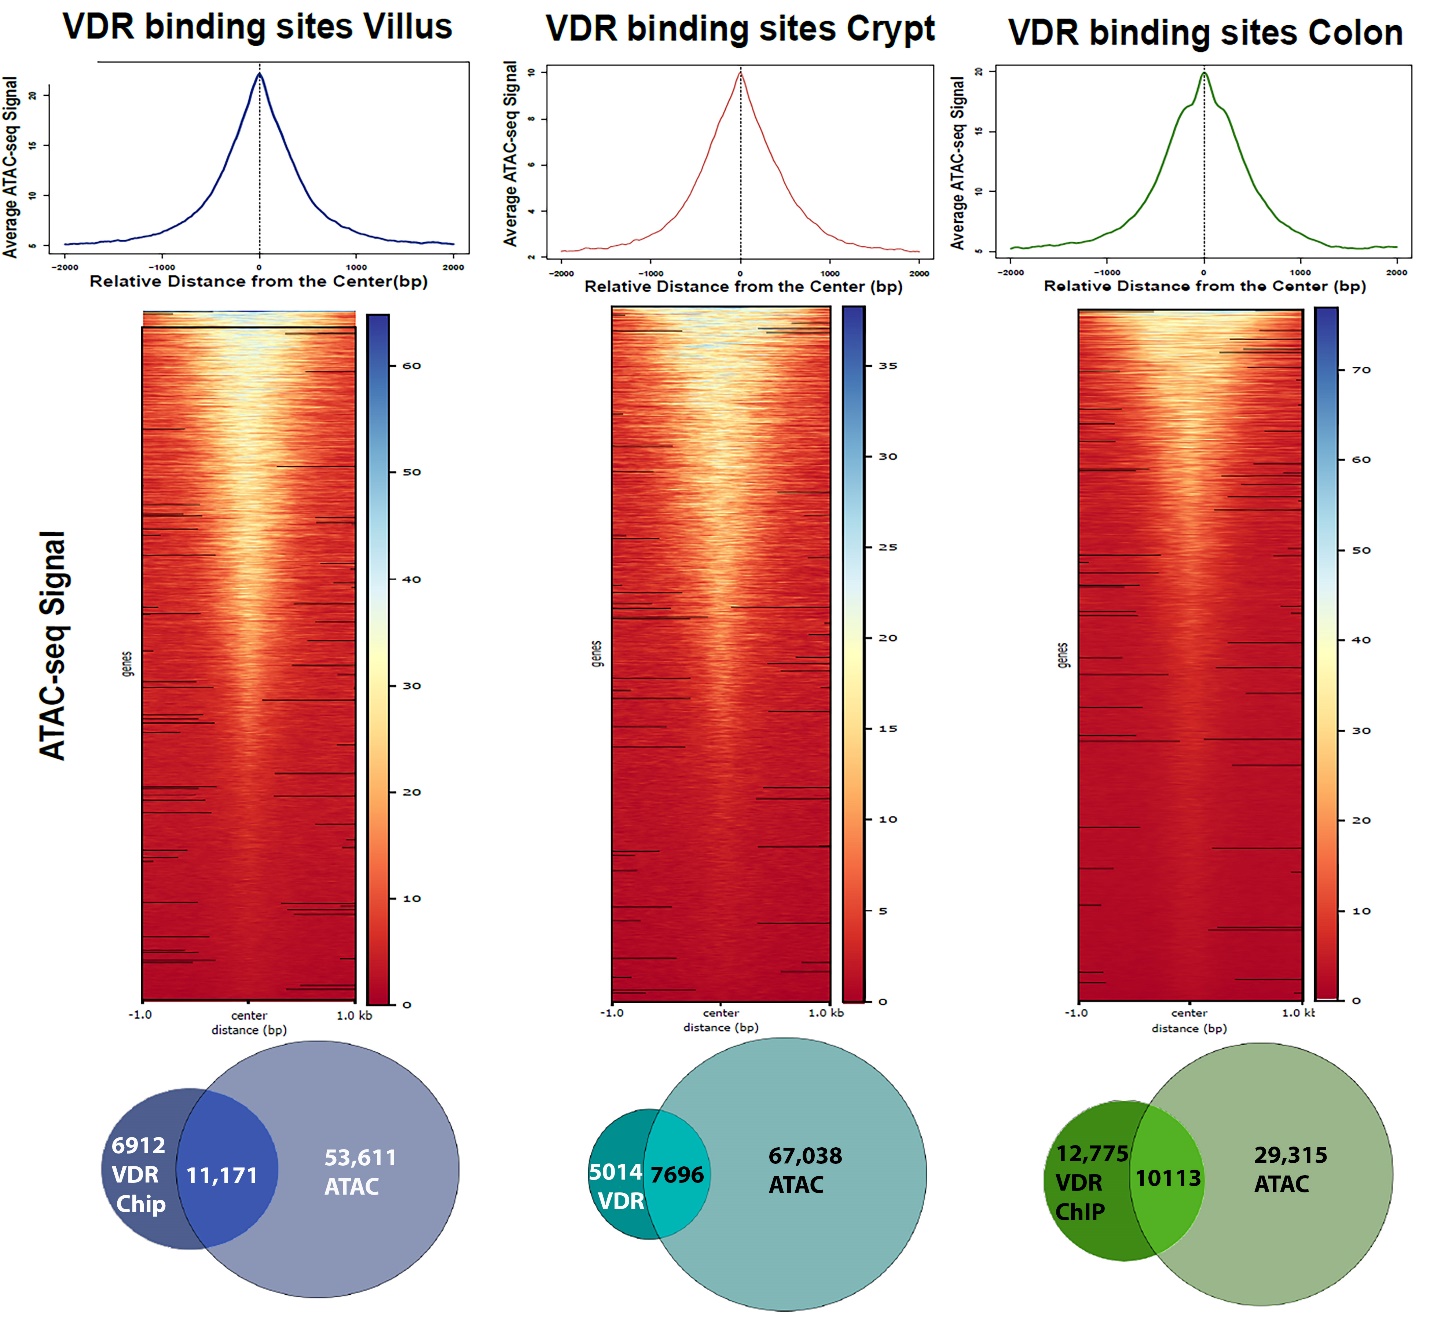
**

**Supplemental Figure S5.** Slc30a10 has VDR binding peaks that overlap with ATAC-seq peaks and others that do not.

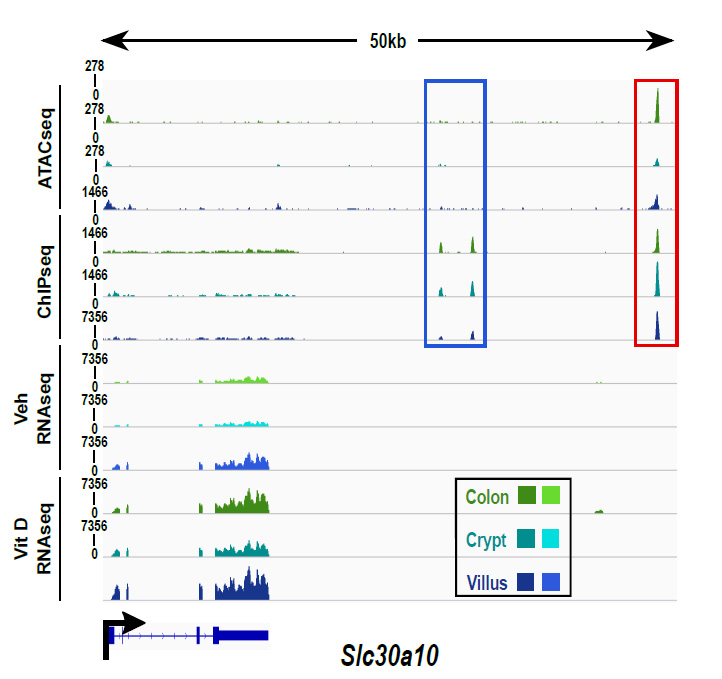

**Supplemental Figure S6.** Intestinal TF binding motifs that were enriched (A) across all VDR ChIP-seq peaks or (B) in VDR-ChIP-seq peaks with compartment-specific binding

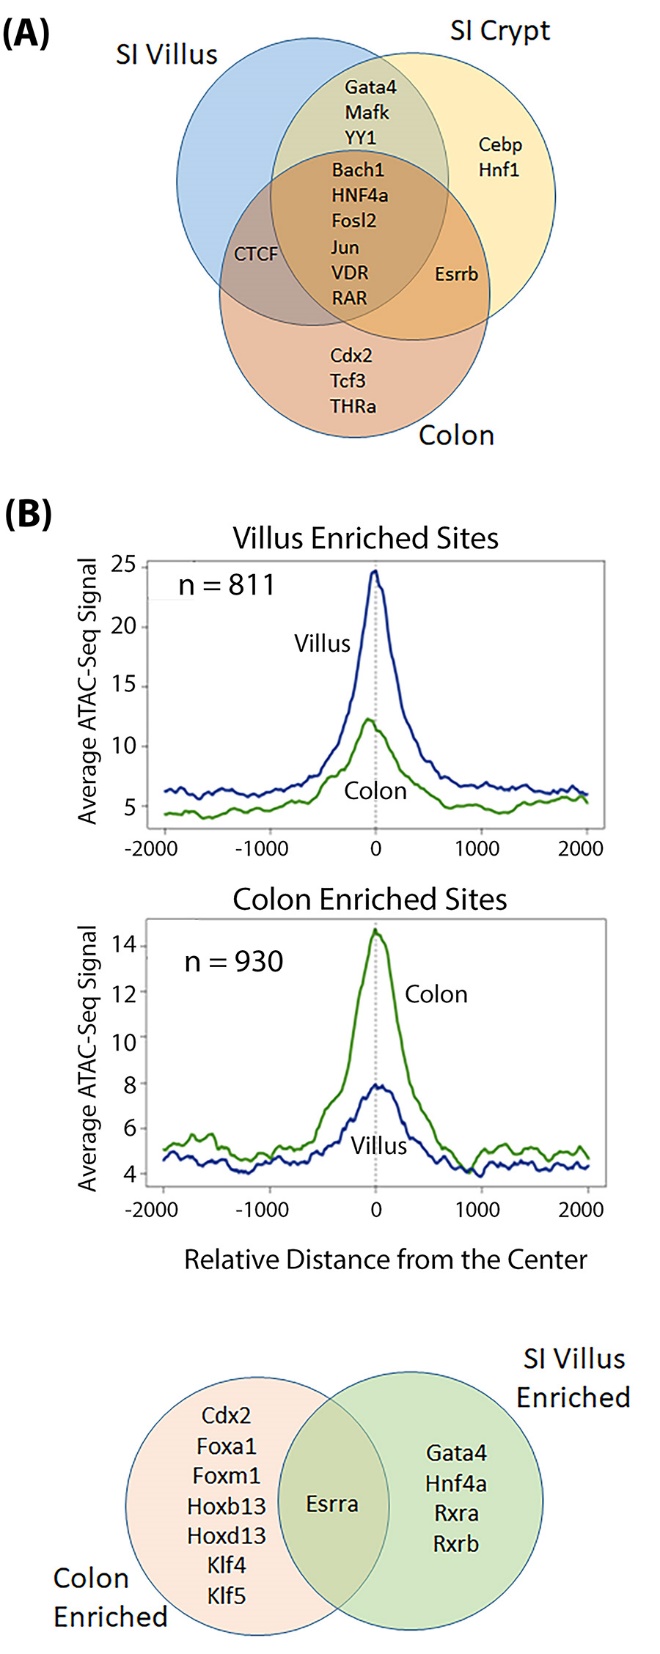

**Supplement:** Supplemental Figures S1–S6

How the deposited data were processed for this re-analysis (not part of the article)

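VDR ChIP-seq of SI crypt, SI villus and colon epithelium (4 samples of each, mice given 10 ng/g 1,25(OH)_2_D_3_ for 1 h) and ATAC-seq of the same compartments (3 samples of each, untreated mice according to the paper) were analysed from the peak lists that the authors deposited for all 21 samples, for the pooled samples of each compartment and for 6 sets of differential VDR-binding sites. The submitters' processing notes name Bowtie2 2.2.6, MACS2 2.1.0.20150731, Picard 2.18.27, SAMtools 0.1.19, bedtools 2.17.0, cutadapt 1.9.1, deepTools and DiffBind, with the mm9 genome. The paper adds NGmerge for adapter removal from the ChIP-seq reads.

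The authors called peaks with MACS2 at a q value of 0.05 without a control sample, keeping 1 fragment or tag per position, on each sample and on the merged alignment of a compartment. The ChIP-seq calls used the fragments of read pairs, and the ATAC-seq calls used tags shifted and extended by lengths set for each list. In the pooled SI villus list the shift (-53 bp) was small beside the extension (157 bp) compared with the pooled colon list (-78 and 157 bp), and whether this affects the SI villus share of peaks in accessible chromatin was not tested. A q value is given in the deposited lists as -log10 q, from the MACS2 test against the local background of the same sample. The fold enrichment in the deposited lists is the ratio of the pileup at the summit to that background. The pileup itself is a signal that the authors did not scale to depth, and it was not compared between samples. The other deposited columns are positions: summits for single samples, and for the pooled lists intervals in which the authors moved each peak to be centred on its summit with its length kept. The authors filtered the VDR peaks against the ENCODE blacklist of mm9, according to the paper. Some ATAC-seq peaks, those of the mitochondrial genome among them, were left out of the deposited intervals, and the filter is not given in the sources used here. The differential sets were made by the authors with DiffBind at a confidence value that the methods and the legend of Fig. 5 state differently, and the deposited sets give positions without a fold or a p-value. The peak lists hold no read counts, so no count model was fitted.

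The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Peaks were counted as overlapping when they shared at least 1 bp. Gene positions came from the mm9 annotation with 22367 protein-coding genes. Of 275 gene symbols wanted, 272 were found by symbol and 3 by an older symbol (Adgre1 as Emr1, Lypd8 as 2210415F13Rik and Spi1 as Sfpi1). Each pooled VDR-binding peak was linked to the gene with the nearest TSS within 10 kb of the peak's midpoint, after the paper's GREAT setting. Motifs were searched as fixed consensus sequences on both strands of the 200 bp at each summit and in the 200 bp lying 1 kb away. Distances to a TSS count along the gene, negative upstream.

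The number of peaks and the share of peaks in ATAC-seq peaks were compared between compartments with two-sided exact permutation tests. The similarity of samples was tested by permuting the compartment labels over all 35 splits of 8 samples. Gene lists were tested with Fisher's exact test, motifs at summits with the exact McNemar test and motifs between differential sets with Fisher's exact test, each with Benjamini-Hochberg correction within its family at an adjusted p of 0.05. The compartments were taken from one group of mice, and samples of different compartments, which may share a mouse, were treated as independent. Sites and genes are not replicate animals, and such tests describe these lists. Intervals are Wilson or log odds intervals at 95%, with 0.5 added to each cell of an odds ratio, and cover counting error only.

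The samples, the tests, the 18 gene lists, the motifs and most alternatives were set before the data were examined; the alternatives added later, and the tests of gene lists at differential sites, are named as such where they are reported. Genes are named by a rule set at the same time: every gene that the paper names in its text, Fig. 4, Fig. 5C or Fig. 5D in connection with VDR binding, the members of the gene lists, the genes nearest to the 5 pooled VDR-binding peaks of highest -log10 q in each compartment, and those nearest to the 5 strongest sites of each differential set. Some genes under this rule are not reported here. The alternatives were a threshold of 5 on -log10 q, other overlap rules, equal numbers of the strongest peaks, peaks found in several samples, distances of 2 and 50 kb to the TSS, wider motif windows, another background of genes, a replicate block, and leaving out each sample in turn.

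Sequencing depth was 10588783 to 17970894 fragments per ChIP-seq sample and 32767083 to 62692175 tags per ATAC-seq sample. No pair of samples had identical peak lists. On simulated data, the overlap steps differed from a direct search for 0 of 400 intervals. Of 100 gene lists planted among 22000 genes, 100 were recovered, and 1 of 300 unplanted lists was called. In 3000 simulated sequences with DR3 as the planted motif, 0 of 12 other motifs were called. RNA-seq data were not analysed here, so no claim on expression was examined, and the paper's tables of regulated genes, held only in part, entered no test.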

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

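The tests of an exchange between SI crypt sample 1 and a colon sample, of the gap between colon and SI villus in the share of peaks in ATAC-seq peaks, and of the 80 crypt-enriched sites without SI crypt sample 4, were chosen after the result was seen; the other tests in this part were written before theirs.

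SI crypt sample 1 had 13381 peaks against 1136 to 2480 in the other SI crypt samples, from the fewest unique fragments of the 12 ChIP-seq samples (3100376, with 71% of its fragments redundant), and it covered 40% of the 5 villus-enriched sites (0% in the others) and 7.36% of the 571 sites higher in colon than in SI crypt (0.175 to 1.23% in the others). An exchange with a colon sample is argued against by its share of villus-enriched minus its share of colon-enriched sites, which was 51.1 percentage points, against -68.2 to -23.1 in colon samples and 18.4 to 22.8 in the other SI crypt samples; it lay within the range of SI villus samples (31.2 to 84.8), and villus cells in the sample were not tested for. Stronger enrichment in this immunoprecipitation stays open: at the 546 sites called in all 4 SI crypt samples its median fold enrichment was 0.884 times the highest of the others, but each fold is relative to its own sample's background, so the bound written beforehand was wrong and folds of separate lists decide nothing. Spurious peaks of a library of low complexity and weak true sites cannot be told apart: the 11342 peaks (84.8%) that no other SI crypt sample overlapped held DR3 at 7.40 times the share of their flanks (95% interval 2.91 to 18.8), above the bound of 1 written beforehand, but a few true sites among many false ones meet that bound, and their 0.326% with DR3 lay far under the 3.73% of the 2039 peaks that another SI crypt sample overlapped. The design gives no condition that sets this sample apart, so no biological explanation was tested.

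The authors' deposited sets between the SI compartments held 80 sites higher in SI crypt and 5 higher in SI villus. Whether SI crypt sample 1 was the only source of the 80 sites cannot be told, because the coverage by other SI crypt samples rests mostly on sample 4. Of these, 62 had a peak in another SI crypt sample (77.5%, 95% Wilson interval 67.2 to 85.3%, above the bound written beforehand) and 12 in sample 1 alone. Sample 4 covered 73.75% of the sites and samples 2 and 3 covered 22.5% each, against 0 to 13.75% in SI villus samples. Most of the 62 rest on sample 4, which covered 59, and without that sample 30 of the 80 had a peak (37.5%, 27.7 to 48.5%). How far the set depends on sample 4 stays open, and the authors chose the sites on these samples. In the peak lists, 31 sites were called in all 4 samples of the one compartment and in none of the other; 6 of 35 splits of the 8 samples gave as many and the highest other split gave 368, so chance cannot be excluded for this count. That split parted the 4 samples with the fewest peaks from the 4 with the most, a structure of the samples apart from their compartments; without SI crypt samples 1, 2 and 3 the count was 78, 48 and 51, and without SI villus samples 3 and 4 it was 126 and 59. A difference in VDR binding between crypt and villus cells stays open and was not tested.

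A lower share of VDR-binding peaks coincided with ATAC-seq peaks in colon (41.9%) than in SI crypt (50.4%) and SI villus (56.3%). Weak peaks in the longer colon VDR list are argued against for the gap to SI villus, which was 13.3 percentage points with the 12702 strongest VDR-binding peaks of every compartment, above the largest SD between samples (7.88), but are consistent with the gap to SI crypt, which was then -0.26. Fewer ATAC-seq peaks called in colon stay open for the gap to SI villus. With the 39428 strongest ATAC-seq peaks of every compartment, the SI villus share minus the colon share was 5.56 points, less than that SD. The SI crypt share minus the colon share was then -1.53 points, which cannot decide, because equal numbers do not give equal width. The pooled ATAC-seq peaks had a mean width of 252 bp in SI crypt, 384 bp in colon and 370 bp in SI villus. Binding through DR3 motifs in chromatin closed before treatment stays open. DR3 was more frequent outside than inside ATAC-seq peaks in colon (odds ratio 4.64, 95% interval 3.56 to 6.04, two-sided Fisher's exact test, p = 7.4e-41), but also in SI crypt (3.19) and SI villus (2.99), and without the DR3 peaks the gap was 8.53 points, while a strict consensus finds only part of the sequences that VDR binds. A difference between the tissues is open as well and was not tested apart from these.

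Of 39 groups of 4 samples examined for a sample far from the others, 5 had one, where chance gives about 1 in 20 (1.95 groups). Beside the 3 of SI crypt sample 1, colon sample 1, which had the fewest colon peaks (1760), covered 21.9% of the 571 sites higher in colon than in SI crypt against 77.1 to 85.6% in the other colon samples. The same sample covered 24.7% of the 930 sites higher in colon than in SI villus against 75.7 to 84.6%.

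Between colon and SI crypt, 213 sites were called in all 4 samples of one compartment and in none of the other; 2 of 35 splits gave as many, the highest other split 262, so chance cannot be excluded. Between colon and SI villus there were 254, the highest other split gave 179, and 1 of 35 splits (the real one) gave as many, so chance can be excluded for this comparison taken alone, but not after Benjamini-Hochberg correction over the 3 comparisons (adjusted share 0.0857). 1 of 35 is the smallest share that 4 samples against 4 allow. In both comparisons the highest other split parted the samples with the fewest peaks from those with the most. Without colon sample 1 the counts were 916 and 914, without SI crypt sample 1 the former was 339, and without SI villus sample 3 the latter was 448.

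At the differential VDR-binding sites, the shares covered by ATAC-seq peaks differed in opposite directions in colon and SI samples. The share of colon-enriched minus the share of villus-enriched sites covered was 12.2 ± 5.72 percentage points (SD, n = 3) in colon ATAC-seq samples and -37.5 ± 4.82 in SI villus samples, a difference of 49.7 (two-sided exact permutation p = 0.1, the smallest that 3 samples against 3 allow). For the sets of colon and SI crypt, the difference was 37.0 points (exact permutation p = 0.1).

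Several of the strongest VDR-binding peaks lay at genes that the paper does not discuss. The peak in an intron of Ptprj had a -log10 q of 929 in colon, 1752 in SI crypt and 2325 in SI villus. The colon peak with its nearest TSS at Nr3c1, 265 kb away, had 658 and that at the promoter of Ppox 644. The promoter of Crat had 1078 in SI crypt and 1814 in SI villus, and that of Nsun5 1344 in SI villus.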

How the results depend on the processing

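Alternatives named below as added were chosen after seeing the data, as were the tests of gene lists at differential sites; the others were planned. Of 334 values under alternatives for 51 results, 256 kept their direction, their side of the threshold or their size, 2 passed the threshold, 67 moved by more than the spread or 1.5 times and 9 changed direction; of the 45 added ones, 27 kept and 18 moved. The cause of a change was not tested unless it follows from the alternative. The sample with the most peaks (13381) had the fewest unique fragments (3100376), so the number of peaks was not read as depth, and what deeper sequencing would add was not tested.

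Colon minus SI villus in peaks per sample (0.15 on the log2 scale) was -0.0867 for base pairs covered and ranged from -0.35 to 0.64 with a sample left out, below 0 without colon replicate 4 (-0.20) and without SI villus replicate 3 (-0.35). The share of VDR-binding peaks in ATAC-seq peaks in colon, SI crypt and SI villus was 29.0, 31.4 and 42.4% by the peak midpoint, 27.2, 27.3 and 40.1% with at least 50% of the peak covered, 49.97, 61.1 and 66.3% at a -log10 q of at least 5, 33.7, 40.9 and 48.0% with ATAC-seq peaks of at least 2 of 3 samples, and 58.1, 67.9 and 74.2% with VDR-binding peaks of at least 2 of 4 samples. With the same number of strongest VDR-binding and ATAC-seq peaks, it was 50.6% in colon and 40.3% in SI crypt; with equal numbers in the VDR lists only (added) it was 50.6% in colon, and with equal numbers in the ATAC-seq lists only (added) 40.3% in SI crypt and 47.4% in SI villus. In colon it was 48.2% at a peak width of 1000 bp (added) and 35.2 to 38.6% with an ATAC-seq sample left out. Colon minus SI crypt per sample (-3.10 points) was 1.15 by the midpoint and 8.74 with equal numbers of ATAC-seq peaks.

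Sharing of SI crypt peaks with SI villus, SI crypt with colon and SI villus with colon was 49.2, 39.9 and 31.9% at a reciprocal overlap of 50%, 57.6, 44.3 and 45.6% with the same number of strongest peaks, and 73.3, 63.6 and 51.5% at a -log10 q of at least 5. The SI crypt shares were 78.8 and 68.7% with peaks of at least 2 of 4 samples, and 62.9 and 59.1% without the peaks of SI crypt sample 1 alone (added). Of SI villus peaks, 57.1% were shared with SI crypt with the same number of strongest peaks, and 44.9% of colon, 33.4% of SI crypt and 32.5% of SI villus peaks then overlapped no other list (all added). The similarity of samples within against between compartments was 0.116 (colon and SI crypt) and 0.155 (colon and SI villus) with the same number of strongest peaks, both past the threshold. Between SI crypt and SI villus (-0.0061) it was 0.0149 with that number, 0.0187 with the overlap coefficient, and -0.0244 to 0.0342 with a sample left out (0.0219 without SI crypt replicate 1, 0.0342 without SI villus replicate 3), none past the threshold. Sites of one compartment alone were 106 between colon and SI crypt with the same number of strongest peaks, and 1105, 1275 and 192 (SI crypt and SI villus) when 3 of 4 samples sufficed. With a sample left out they ranged from 227 to 916, 281 to 914 and 35 to 126.

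With the same number of strongest peaks, the samples of the higher compartment covered 20.0% of the sites higher in SI villus than in SI crypt beyond the other (60% with all peaks). This excess was 27.7% for SI villus against colon (52.8% with all peaks). It was 15.0% for colon against SI crypt (63.9% with all peaks) and 16.3% for colon against SI villus (63.8%). Genes linked in SI crypt fell in number to 3332 at a -log10 q of at least 5 and to 2735 without the peaks of SI crypt sample 1 alone (added). Against genes with an ATAC-seq peak near the TSS, 4 lists passed in colon and 6 in SI villus. With summits read backwards as control (added), 10 motifs passed in SI crypt; with both differential sets read backwards (added), 0 motifs were higher in either set. At differential sites, 3 lists passed for colon against SI crypt with all genes as background and 1 for colon against SI villus within 50 kb and 1 with the genes of the pooled lists alone (all added). The mean width in colon was 473 bp at a -log10 q of at least 5 (added).

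Same-numbered samples did not deviate together in every pair, and in 5 of 12 same-numbered pairs the sample correlated best with its own number, so the numbers were not taken to pair the samples. With the replicate number as a block, the lowest two-sided exact p was 0.75 for peaks per sample (differences 0.68, 0.15 and -0.53 for colon against SI crypt, colon against SI villus and SI crypt against SI villus), 0.375 for the ATAC-seq share (-3.10, -10.1 and -7.00) and for similarity (0.0783, 0.0680 and -0.0061), and 0.25, the smallest that 3 pairs allow, for ATAC-seq at differential sites (49.7 and 37.0). With 4 pairs or fewer no p can pass 0.05 under the block. The block leaves the counts of 213, 254 and 31 sites as they are, with 2, 1 and 1 of 8 splits as large. With 8 splits no share can be under 0.05, so the block decides nothing about chance for these counts.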

Differences from the paper's values

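The added settings named here were chosen after seeing the values. The paper gives a mean width of about 1000 bp for the VDR-binding peaks, from its text, and the pooled lists gave 399.8 bp in colon, 471 bp in SI crypt and 477 bp in SI villus. No alternative for the width was set before the data were examined. With only peaks at a -log10 q of at least 5, an added setting, it was 473, 531 and 551 bp, which remains under the paper's value.

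For the share of VDR-binding peaks in ATAC-seq peaks, the paper gives 44% in colon and more than 60% in SI crypt and SI villus, and the values here were 41.9, 50.4 and 56.3%, each within 1.5 times the paper's. In SI crypt 60% was passed at a -log10 q of at least 5 (61.1%) and with peaks of at least 2 of 4 samples (67.9%), and in SI villus under the same settings (66.3 and 74.2%) and, as added settings, at a peak width of 1000 bp (61.0%) and with the 12702 strongest VDR-binding peaks of every compartment (63.95%). In colon the value lay above 44% under these settings (49.97, 58.1 and 48.2%) and with the same number of strongest VDR-binding peaks (50.6%), and the added setting with MACS2 peak borders came nearest to 44% (43.5%). By the peak midpoint (29.0 and 31.4%) and with at least 50% of the peak covered (27.2 and 27.3%), colon and SI crypt lay more than 1.5 times below the paper's values. The numbers of pooled ATAC-seq peaks match the sums of those printed in Fig. S4, but the overlaps printed there are larger than those here, counted either as VDR-binding peaks in ATAC-seq peaks (9578 in colon, 6397 in SI crypt and 10173 in SI villus) or as ATAC-seq peaks with a VDR-binding peak (9683, 7448 and 10743). The paper places its ATAC-seq data in another GEO entry than the VDR ChIP-seq data, and the ATAC-seq lists used here are those deposited together with the ChIP-seq lists. The numbers of differential sites in the authors' deposited sets match those the paper prints.

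For Slc30a10, Fig. S5 shows the VDR-binding peak farthest downstream with an ATAC-seq peak and the pair nearer to the gene without. Here the farthest, at 47.9 kb, overlapped an ATAC-seq peak with a -log10 q of 117 in colon, 52.0 in SI crypt and 68.0 in SI villus, and that at 31.7 kb overlapped none, as in the figure, while that at 29.0 kb overlapped a weak one (11.0, 9.80 and 7.65). The paper states that the intronic enhancer of Slc37a2 is not bound in colon; the pooled colon list held a peak there with a -log10 q of 72.4 and a fold enrichment of 7.03, called in 3 of 4 colon samples, and the lists of SI crypt and SI villus held it with a fold of 22.1 and 28.3. The paper's discussion states that Ptges is bound in colon alone. The legend of Fig. 5 gives it robust peaks in colon and none such in the SI, and the results state lower binding in the SI. The Ptges peak of highest -log10 q in colon (247) was also present in SI villus (51.0, in 4 samples) and in SI crypt (15.1, in 1 sample).

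Of the motifs that the paper names in VDR-binding peaks, BACH1/MAFK in SI crypt (adjusted p = 0.0800 by the exact McNemar test), GATA4 in SI crypt (0.660) and SI villus (0.333), CEBP in SI crypt (0.312) and CDX2 in colon (0.127) were not called against the flanks, while DR3, HNF4A, AP-1 and YY1 were called where the paper names them. HNF1, which the paper names in SI crypt, was found there at 2 summits and 1 flank of 12702 peaks, too few for any call. The search used fixed consensus sequences and the paper's used HOMER, so a motif not called here is not shown to be absent. In 400 bp windows, set before the data were examined, CEBP was called in SI crypt (exact McNemar test, adjusted p = 0.0118) as well as in colon (0.00792) and SI villus (0.00176), and CDX2 in colon (0.000245), as was CDX2 in colon at a -log10 q of at least 5 (5.4e-05). Against the same summits read backwards, an added setting, GATA4, CDX2 and BACH1/MAFK were called in all 3 compartments and CEBP in none. The paper places HNF4A at SI-enriched sites; its motif was found at 1.85% of villus-enriched and 0.968% of colon-enriched sites (Fisher's exact test, adjusted p = 0.387), and at 0.753% of the crypt-enriched and 0.876% of the colon-enriched sites of the other comparison (adjusted p = 1), whereas CDX2, FOXA1 and GATA4 differed as the paper states.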

Other observations

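The test of DR3 motifs in this part was planned, and no test here was chosen after seeing the data. S100g, which encodes the calcium-binding protein calbindin-D9k, had a peak 22.7 kb upstream of its TSS, in an intron of a neighbouring gene (mm9 chromosome X, 159424821 to 159425581 in colon), with a -log10 q of 104 in colon, 83.9 in SI crypt and 56.2 in SI villus, called in 4, 3 and 2 of the 4 samples. Atp2b1, the plasma membrane calcium pump, had a promoter peak with a -log10 q of 29.3, 34.5 and 50.6, and a peak at -34.7 kb (chromosome 10, 98342906 to 98343179 in colon) with 16.9, 32.3 and 90.0, called in 1 colon, 2 SI crypt and 4 SI villus samples and part of the authors' deposited set higher in SI villus than in colon. Slc34a2, a sodium phosphate cotransporter, had an intronic peak 7.44 kb from its TSS (194.8, 120.1 and 240.05) and a peak with the DR3 sequence GGGTCACAGGGGTCA on the minus strand (chromosome 5, 53414418 to 53414432), whose -log10 q was 16.0 in colon, 39.5 in SI crypt and 50.9 in SI villus. A further Slc34a2 peak, at -37.7 kb, was present in SI crypt (57.5) and SI villus (158), in both SI-enriched deposited sets of the authors, and absent from the pooled colon list. The receptor gene Vdr had a peak upstream of its TSS, at -19.3 kb, with a -log10 q of 38.9, 98.0 and 103, called in 3 colon samples and in all SI crypt and SI villus samples. In colon the Vdr peak of highest -log10 q was another one, at -34.8 kb, with 101 (12.8 in SI crypt and 43.2 in SI villus), called in 3 colon, 1 SI crypt and 3 SI villus samples; the gene with the nearest TSS is Tmem106c.

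Near Alpi, the intestinal alkaline phosphatase gene, a peak at -41.1 kb from its TSS (chromosome 1, 89039058 to 89039493 in SI crypt), whose nearest TSS is that of Ecel1, had a -log10 q of 135 in SI crypt and 437 in SI villus and was called in all 8 SI samples and in no colon sample. The strongest sites of the deposited sets also included one in intergenic sequence at -75.5 kb from its nearest TSS, that of Tmem189, higher in SI crypt than in colon, with the DR3 sequence GGGTCAGCCGGTTCA (chromosome 2, 167590768 to 167590782) and a -log10 q of 491, and an intronic site of Hhat, a palmitoyltransferase that acts on hedgehog proteins, higher in colon than in SI villus (299.9). Of the 10 genes that Fig. 5D names for colon, 9 were linked to a VDR-binding peak within 10 kb in colon and 5 each in SI crypt and SI villus. Cbr2, Ptges, Srgap3 and Lrtm2 were linked in colon and in neither SI compartment. For Ptges this rests on its most upstream TSS, with a colon peak 1.18 kb away (-log10 q of 9.57). From the 5′ end of another annotated transcript, the intronic Ptges peak lay 9.75 kb away in SI crypt and 9.73 kb in SI villus. Ptges is thus not shown to be bound in colon alone. Of the 10 named for SI crypt, 6 were linked in SI crypt and 7 in colon, and of the 10 named for SI villus 8 each in SI villus and colon. The study names these genes from the response of RNA in other mice and from VDR-binding sites in these samples, so the counts are not independent evidence. Of 9199 genes linked in any compartment, 1926 were linked in colon only, 1023 in SI villus only and 361 in SI crypt only.

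The hypothesis that a DR3 motif marks the sites bound in all 3 compartments was tested on the pooled lists. Of the 5696 colon peaks that overlapped an SI crypt and an SI villus peak, 3.21% held DR3, against 1.53% of the 12741 colon peaks that overlapped neither (odds ratio 2.14, 95% interval 1.74 to 2.62, two-sided Fisher's exact test, p = 7.4e-13). The odds ratio was 4.71 for SI crypt and 7.68 for SI villus. The values are consistent with the hypothesis, which was not separated from the strength of the peaks, since shared sites and sites with DR3 both tend to lie among the strongest.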
